# Naturally-aged microglia exhibit phagocytic dysfunction accompanied by gene expression changes reflective of underlying neurologic disease

**DOI:** 10.1038/s41598-022-21920-y

**Published:** 2022-11-14

**Authors:** Alyssa L. Thomas, Maria A. Lehn, Edith M. Janssen, David A. Hildeman, Claire A. Chougnet

**Keywords:** Alzheimer's disease, Neuroimmunology

## Abstract

Age-associated microglial dysfunction contributes to the accumulation of amyloid-β (Aβ) plaques in Alzheimer’s disease. Although several studies have shown age-related declines in the phagocytic capacity of myeloid cells, relatively few have examined phagocytosis of normally aged microglia. Furthermore, much of the existing data on aging microglial function have been generated in accelerated genetic models of Alzheimer’s disease. Here we found that naturally aged microglia phagocytosed less Aβ over time. To gain a better understanding of such dysfunction, we assessed differences in gene expression between young and old microglia that either did or did not phagocytose Aβ. Young microglia had both phagocytic and neuronal maintenance signatures indicative of normal microglial responses, whereas, old microglia, regardless of phagocytic status, exhibit signs of broad dysfunction reflective of underlying neurologic disease states. We also found downregulation of many phagocytic receptors on old microglia, including TREM2, an Aβ phagocytic receptor. TREM2 protein expression was diminished in old microglia and loss of TREM2^+^ microglia was correlated with impaired Aβ uptake, suggesting a mechanism for phagocytic dysfunction in old microglia. Combined, our work reveals that normally aged microglia have broad changes in gene expression, including defects in Aβ phagocytosis that likely underlies the progression to neurologic disease.

## Introduction

Alzheimer’s disease is partially characterized by the accumulation of amyloid-β (Aβ) plaques in the brain that impair cognitive function^1,2^. Aβ plaque accumulation increases with age and interestingly, correlates with known deficiencies in immune cell function. Although Aβ is normally produced in the brain, its accumulation is prevented by the brain’s resident phagocytic cell, the microglia^3^. In fact, phagocytic deficiencies in microglia are strongly linked to Alzheimer’s disease progression^4–6^. Thus, microglia are central regulators of Aβ homeostasis, and in doing so, act as gatekeepers to Alzheimer’s disease. However, although greater than 95% of cases are considered age-related sporadic Alzheimer’s disease and the likelihood of developing Alzheimer’s disease exponentially increases after the age of 65^7^, many of the studies linking phagocytic deficiencies in Alzheimer’s disease have employed transgenic mouse models that overproduce Aβ, overwhelm microglial phagocytic capacity, and artificially accelerate disease development^8^. The few studies that have examined microglial function in normally aged mice reported defects in phagocytic dysfunction, including phagocytosis of Aβ as early as 12 months of age^9,10^. However, as 12-month-old mice represent middle aged humans, the microglial phagocytosis of Aβ in old mice (> 16 months-old) remains unknown.

Here, we investigated the role normal aging plays on microglial phagocytic function. Consistent with reported deficiencies in phagocytic function of other myeloid cells^11–14^, we found that both the frequency and per cell phagocytic capacity were reduced in aged microglia. Mechanistically, aged microglia had decreased expression of several phagocytic receptors including triggering receptor expressed on myeloid cells 2 (TREM2) which correlated with decreased ability to phagocytose Aβ. Further, bulk mRNAseq analysis revealed that young microglia displayed increase expression of genes important in phagocytosis, as well as neuronal maintenance whereas aged microglia, regardless of phagocytosis status, had increased expression of gene associated with proliferation.

## Materials and methods

### Mice

Young (≤ 3 months) and aged (≥ 18 months) male and female C57Bl/6 mice were used for all experiments. Aged mice were obtained from the National Institute of Aging (NIA) colony located at Charles River Laboratories (Wilmington, MA) and young mice were bred in house or obtained from the NIA. Mice obtained from NIA were allowed to acclimate to our mouse facility for at least one week before experimentation. All animal procedures were performed in accordance with relevant guidelines and regulations, including the Animal Research: Reporting in Vivo Experiments (ARRIVE) guidelines and were reviewed and approved by the Institutional Animal Care and Use Committee at the Cincinnati Children’s Hospital Research Foundation (IACUC 2019-0049).

### Microglial enrichment

The protocol for enrichment of immune cells was adapted from^15^. Briefly, immediately after euthanasia by CO_2_ inhalation, mice were perfused by inserting at 27G butterfly needle into the apex of the heart’s left ventricle, incising the right atrium, and pumping ~ 30 mL of cold sterile PBS through the mouse until the liver paled. After perfusion, the brains were harvested from the mice and manually dissociated through a 100 µm cell strainer to create a single cell suspension. Next, the samples were further digested by incubating with 2 U/mL of Liberase with low thermolysin concentration (Roche Diagnostics) for 1 h. After the digestion incubation, the cell suspension was sieved through a 70 µm cell strainer and rinsed thoroughly with HBSS containing 666 U/ml DNAse I (Roche Diagnostics). After pelleting cells, myelin and cellular debris was removed by resuspending in a 25% Percoll Plus (GE Healthcare) density gradient medium where immune cells pelleted after centrifugation (521 × g for 20 min).

### Aβ42 peptide phagocytosis assay and flow cytometry

Amyloid Beta 1-42 peptide (Aβ42) conjugated to HiLyte 488 (Anaspec, Fremont, CA) was initially resuspended and fibrilized as reported in^16,17^. Briefly, Aβ42 was resuspend in 10 nM NaOH (10% of final volume) and then the concentration was adjusted to 1 mg/ml using PBS. Resuspended Aβ42 was frozen at − 20 °C until use. Aβ42 was thawed and incubated at 37 °C overnight (12–14 h) to fibrilize prior to the phagocytosis assay. Aβ42 was added to culture with either young or aged enriched microglia. Duration of culture is noted in each figure. After microglial enrichment and/or phagocytosis assay, samples were stained for flow cytometry using a fixable LiveDead viability stain (ThermoFisher Scientific) and surface stained with the following antibodies: anti-CD45 (clone: 104), -CD11b (clone: M1/70) (Biolegend), and -TREM2 (clone: 237920) (R&D Systems). Aβ42 uptake was evidenced by the presence of HiLyte 488 in microglia (CD45 intermediate and CD11b^+^ cells) and was quantified via flow cytometry. Data was acquired on a FACSCanto flow cytometer from BD Biosciences and analyzed using FlowJo software (Ashland, OR) or an imaging flow cytometer (Amnis ImageStreamX Mark II, Luminex).

### Aβ42^+/−^ microglia flow sorting, RNA extraction, and RNA sequencing

After microglial enrichment and phagocytosis of Aβ42 peptide, brain cells from 4 young to 4 old mice were stained for flow sorting using fixable LiveDead viability stain (ThermoFisher Scientific) and CD45 and CD11b antibodies (Biolegend). Young and old microglia (live, CD45^int^, CD11b^+^) were sorted into two groups: Aβ42 positive and Aβ42 negative microglia using a FACSAria II Cell Sorter (BD Biosciences). Directional polyA RNA-seq was performed by the Genomics, Epigenomics and Sequencing Core at the University of Cincinnati using established protocols as previously described^18,19^. Briefly, total RNA quality was assessed by Bioanalyzer (Agilent, Santa Clara, CA). Using good quality total RNA as input, polyA RNA was isolated using NEBNext Poly (A) mRNA Magnetic Isolation Module (New England BioLabs, Ipswich, MA). Enrichment of the polyA RNA using SMARTer Apollo automated NGS library prep system (Takara Bio USA, Mountain View, CA) and concentration of the polyA RNA to 6 ul via CentriVap micro IR Vacuum Concentrator (Labconco, Kansas City, MO) was performed prior to library preparation. Next, libraries were prepared using NEBNext Ultra II Directional RNA Library Prep kit (New England BioLabs). After verifying library QC and quantification via real-time qPCR (NEBNext Library Quant Kit, New England BioLabs), individually indexed libraries were proportionally pooled and sequenced using NextSeq 550 sequencer (Illumina, San Diego, CA) using sequencing setting of single read 1 × 85 bp. After sequencing, Fastq files were automatically generated by Illumina BaseSpace Sequence Hub for downstream data analysis.

### Differential gene expression analysis

RNA-seq reads in FASTQ format were first subjected to quality control to assess the need for trimming of adapter sequences or bad quality segments. The programs used in these steps were FastQC v0.11.5^20^, Trim Galore! v0.4.2^21^, and cutadapt v1.9.1^22^. The trimmed reads were aligned to the reference mouse genome version mm10 with the program STAR v2.5.2a^23^. Aligned reads were stripped of duplicate reads with picard tools v1.89^24^. Gene-level expression was assessed by counting features for each gene, as defined in the NCBI’s RefSeq database^25^. Read counting was done with the program feature Counts v1.6.2 from the Rsubread package^26^. Raw counts were normalized as transcripts per million (TPM). Differential gene expressions between groups of samples were assessed with the R package DESeq2 v1.26.0^27^. Plots were generated using the ggplot2^28^ package and base graphics in R. Pathway analysis was performed by using ToppGene Suite^29^ where differential expressed genes that had a* p* value of ≤ 0.1 and a log2 (Fold Change) ≥ 0.5 were used as the input.

### Statistics

Statistical analysis was performed using GraphPad Prism. Data are presented as ± standard error of mean (SEM). Significance was tested with Student’s t test for differences between two groups. For line graphs, line of best fit equations were determined for each line and compared using simple linear regression. The* p* values of < 0.05 were considered to be significant and are indicated with the following nomenclature: * *p* < 0.05.

## Results and discussion

### Loss of phagocytic capacity in microglia from aged mice

One of the main functions of microglia is their ability to recognize and phagocytose cellular debris including neurotoxic molecules such as Aβ, whose accumulation can impede cognitive function leading to Alzheimer’s disease^30^. To determine the effect of normal aging on microglial phagocytic function, we assessed phagocytic uptake of Aβ in primary microglia (identified as CD45^int^ and CD11b^+^, Suppl. Figure 1) from young and aged mice. Immune cells were isolated from the brains of young (≤ 3 months) and aged (≥ 18 months) C57Bl/6 mice, cultured with or without fibrilized fluorescently conjugated amyloid-β 1-42 (Aβ42) for 1 h, and phagocytosis was assessed by flow cytometry (Fig. 1a). While the overall frequency of microglia was not altered in aged mice, the frequency of microglia that phagocytosed Aβ42 was significantly reduced in aged mice compared to their younger counterparts (Fig. 1b,c). As flow cytometry is unable to distinguish cell surface binding of Aβ42 versus phagocytosis/internalization, we utilized imaging flow cytometry to confirm Aβ internalization by microglia (Suppl. Figure 2). Further, phagocytic differences between young and old microglia were not due to binding differences as assessed by the lack of significant difference in the percentage of Aβ42^+^ microglia at 4 °C (Suppl. Figure 3). Additionally, while it is possible that these phagocytic differences are due to lysosomal degradation differences between young and aged microglia, studies of Aβ degradation largely examine degradation at much later timepoints (24–48 h)^31–33^ suggesting enhanced degradation would not likely be the major mechanism underlying decreased percentage of Aβ42^+^ microglia in aged mice.

**Figure 1:**
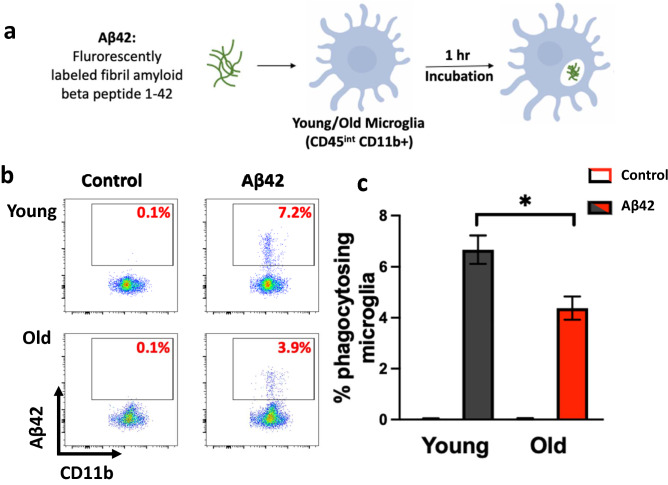
Aged microglia have reduced phagocytic capacity. Brains from female young (2 months) and old (19 months) mice (n = 3) were processed and live CD45 intermediate CD11b^+^ cells (microglia) were assessed for phagocytic capacity. (**a**) Cells were incubated with 0.5 μM of fluorescent fibril Aβ42 or medium (control) for 1 h and phagocytosis was assessed by flow cytometry, images made using ©BioRender - biorender.com. (**b**–**c**) Representative flow plots of 1 replicate of 4 are shown and mean ± s.e.m % of microglia showing phagocytosis of fluorescent Aβ42 are graphed *p ≤ 0.05, Student’s *t* Test.

Next, to determine whether the defect in in vitro Aβ phagocytosis was observed at later timepoints, we assessed Aβ42 uptake via flow cytometry at 1, 3, 6, and 12 h after incubation. Although the percentage of Aβ42^+^ young and old microglia steadily increased over time, the percentage of old Aβ42^+^ microglia continued to trail that of young microglia (Fig. 2a,b). Additionally, the amount of phagocytosed Aβ42, as measured by the fluorescence intensity per cell (geometric mean of fluorescence, gMFI), in old microglia was lower than in their younger counterparts, reaching their phagocytic maximum by 12 h compared to young microglia whose gMFI continued to increase (Fig. 2c). These data show that aged mice have fewer microglia capable of Aβ42 phagocytosis and, on a per cell basis, phagocytose less Aβ42 than those from young mice.

**Figure 2:**
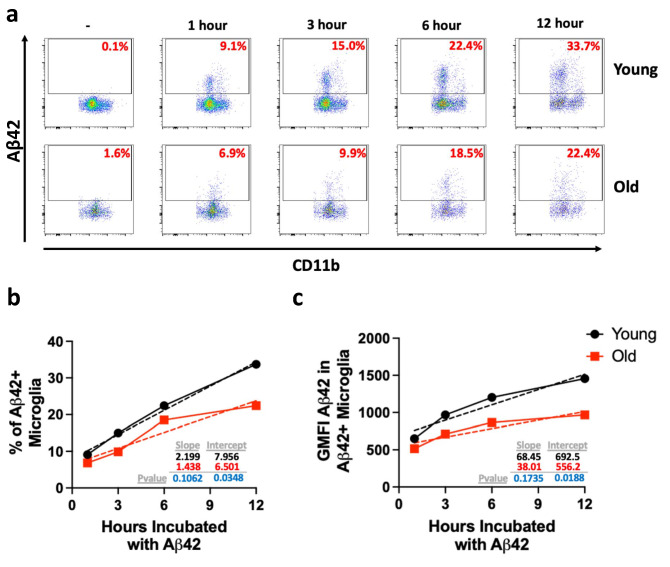
Aged microglia have less uptake capacity of Aβ overtime than their younger counterparts. Microglia from 3 young (2 months) or old (22 months) female mice were isolated, combined with their age-matched counterparts, and divided into 5 time points where they were incubated with 2.5 μM of Aβ42 for 1, 3, 6, and 12 h. Microglia were analyzed via flow cytometry to measure phagocytosis. (**a**) Representative flow plots of 1 replicate showing uptake of Aβ42 by microglia over time. (**b**) % of microglia that are Aβ42 positive over time. Dashed lines indicate line of best fit. (**c**) Geometric mean of Aβ42 in Aβ42^+^ microglia. Dashed lines indicate line of best fit. Simple linear regression was used to determine differences between the lines of best fit.

### RNAseq analysis reveals pervasive aged microglial dysfunction

Given that the frequency and capacity of aged microglia to phagocytose Aβ was reduced, we took an unbiased approach to understand gene expression changes in aged microglia that could contribute to their defective phagocytosis. While other studies examined differences between young and old at steady-state^34,35^, we cultured aged and young microglia with fluorescent Aβ42, FACs sorted microglia that did (Aβ42^+^) and did not (Aβ42^−^) phagocytose and we subjected them to bulk mRNAseq (Fig. 3a) to determine age-associated differences in microglia based off their phagocytosing status. 

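Bulk mRNA sequencing covered 16 libraries in 4 groups of 4 replicates, young Aβ42+, young Aβ42-, old Aβ42+ and old Aβ42- microglia. According to the legend of Fig. 3, each replicate was a pool of 3 male mice, 2 months old when young and 18 months old when old, and the cells were incubated with 2.5 μM Aβ42 for 2 h before sorting. The methods and the legend of Suppl. Figure 4 speak of mice instead of pools. The sample descriptions list the Aβ42 treatment for Aβ42+ libraries only, while the protocol described for the dataset gives 2.5 μM for all. The authors aligned the reads to the mm10 mouse genome, removed duplicate reads, counted reads per RefSeq gene and deposited the values as TPM, read density per gene scaled to the same total in each library. Read counts were not used here, so the depth of each library is unknown and no interval or detection limit is given. Genes with at least 1 TPM in at least 4 of the 8 libraries of a comparison were tested on log2(TPM + 1) with limma's moderated test and a mean-variance trend. A gene was called at a Benjamini-Hochberg adjusted p of 0.05 or less. Fold changes are on this log2(TPM + 1) scale, which understates the changes of genes with low TPM. In an exact two-sided permutation test of 4 libraries against 4, the smallest p that can be reached is 0.0286. Errors are SDs over the 4 replicates of a group unless named otherwise.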

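The number of genes with at least 1 TPM was 30402 ± 4068 in young Aβ42+, 32159.8 ± 2786 in old Aβ42+, 30542 ± 5154 in young Aβ42- and 25811 ± 4659.7 in old Aβ42- libraries. The table holds 1104 olfactory and 326 vomeronasal receptor genes, for which no role in microglia is known. Between 520 and 1098 of the olfactory receptor genes had a TPM above 0 in a library. Their common level, the mean TPM of both families after trimming 10% at each end, is called the background level here. It was 3.46 ± 2.54 TPM in young Aβ42+, 5.76 ± 4.27 in old Aβ42+, 3.68 ± 2.15 in young Aβ42- and 1.31 ± 1.11 in old Aβ42- microglia. In all 4 groups replicate 1 had the lowest and replicate 3 the highest background level, so it differed more between replicates than between groups.

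**Figure D1:**
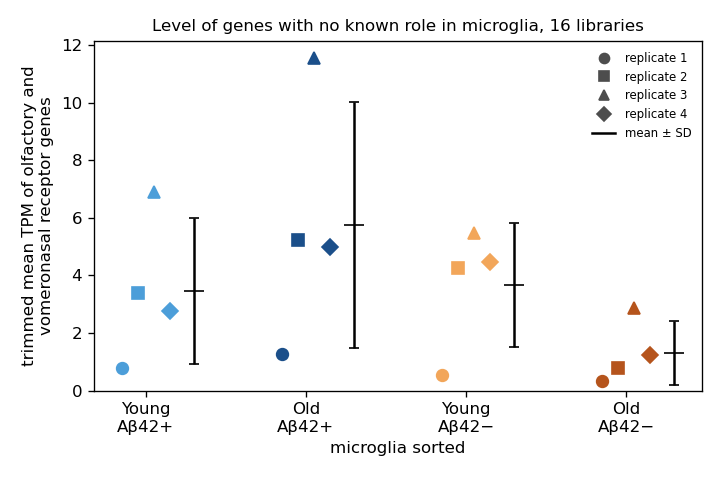
Trimmed mean TPM of olfactory and vomeronasal receptor genes in each library, by group, with the mean and SD beside the points and the replicate number as the symbol. The highest value is 11.6 TPM in old Aβ42+ replicate 3 and the lowest 0.331 TPM in old Aβ42- replicate 1.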

We believe this comparison provides a more physiologically relevant scenario as transient interactions with Aβ could be occurring with all microglia and thus could be accounted for using this strategy. To determine the relationships between these sorted populations, we performed principal component analysis (PCA). PCA showed that phagocytosing (Aβ42^+^) young and old microglia clustered together suggesting that they had very similar gene expression (Fig. 3b, compare dark red circles to black circles). In contrast, young and old microglia that did not phagocytose (Aβ42^−^) cluster distantly from those that did phagocytose (Aβ42^+^). 

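Principal components of log2(TPM + 1) were computed over the 500 most variable genes, centred and not scaled, since the paper's text does not name the genes or the transformation behind Fig. 3b. PC1 carried 21.7% and PC2 8.51% of the variance. The choice of genes moved the PC1 share most, to 55.9% over all genes that passed the filter. Of the 500 genes, 93.6% had the symbol of a small RNA. Young Aβ42+ microglia had a mean PC1 score of -2.01 ± 21.1 and old Aβ42+ microglia -18.8 ± 28.6, and the difference was within the spread between replicates (exact permutation test, two-sided, p = 0.4). On PC2 the means were -21.2 ± 1.73 and 1.83 ± 13.8, with no overlap between the libraries (exact permutation p = 0.0286, the smallest possible). The group means of young and old Aβ42+ microglia lay 28.5 units apart on the plane of PC1 and PC2 and 39.6 over all components.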

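Between Aβ42+ and Aβ42- microglia, the group means on PC1 and PC2 lay 25.1 units apart in young and 43.4 in old mice. The PC1 difference had an exact permutation p = 0.971 in young and p = 0.0571 in old mice. The PC2 difference had an exact permutation p = 0.0286 in young, the smallest possible, and p = 0.143 in old mice. These tests leave aside that same-numbered Aβ42+ and Aβ42- libraries are sorts of 1 pool. Within pools, the PC1 score was higher in the Aβ42- sort of every old pool. In young mice it was higher in every pool except that of replicate 4. Among genes with a mean of at least 50 TPM, a setting chosen after the data were seen, the PC1 difference had an exact permutation p = 0.0286 at both ages. Young Aβ42- microglia had mean scores of -1.57 ± 22.4 on PC1 and 3.85 ± 5.85 on PC2. Their mean lay 17.4 units from that of old Aβ42+ microglia, the smallest of the distances on this plane. Over all components the distances ran from 37.5, between the young groups, to 50.0, between the old groups.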

Further, aged microglia that did not phagocytose Aβ42 clustered further away from all other subsets (Fig. 3b, compare gray circles to all other circles). Together, these data show that age-associated changes in gene expression are associated with microglial phagocytic dysfunction.

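Old Aβ42- microglia had mean scores of 22.4 ± 11.6 on PC1 and 15.5 ± 4.56 on PC2. On this plane their mean lay 44.1 units from young Aβ42+ and 26.7 from young Aβ42- microglia. On it, the mean distance of the old Aβ42- group to the others was 1.61 times the mean distance among the others. Over all genes that passed the filter it was 2.22 times. Over all components the groups were less apart. Old Aβ42- microglia then lay 45.3, 39.9 and 50.0 units from young Aβ42+, young Aβ42- and old Aβ42+ microglia. The distances among the others were 37.5, 39.6 and 40.1. On PC1 its difference from each other group had an exact permutation p = 0.0857 (young Aβ42+), p = 0.114 (young Aβ42-) and p = 0.0571 (old Aβ42+), and on PC2 p = 0.0286, 0.0571 and 0.143. In 2 settings chosen after the data were seen, the background subtracted and genes with a mean of at least 50 TPM, PC1 had an exact permutation p = 0.0286 against each Aβ42+ group, and against young Aβ42- microglia p = 0.0857 and 0.0571. Across the 16 libraries the PC1 score followed the background level (Pearson r = -0.99, Spearman rho = -0.99, permutation p = 1e-05 for each, the smallest that 100000 permutations give). Without the 2 libraries farthest from the median background level, r was -0.98. For PC2, the other component tested, r was 0.01 (permutation p = 0.962) and rho -0.04 (permutation p = 0.881). Adjusted over both components, the p of r was 2e-05 for PC1 and 0.962 for PC2. With scores and levels centred on the mean of each replicate number and permuted within it, r was -0.98 for PC1 (permutation p = 2e-05) and -0.38 for PC2 (permutation p = 0.229). Each number alone has only 4 libraries and was not tested.

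**Figure D2:**
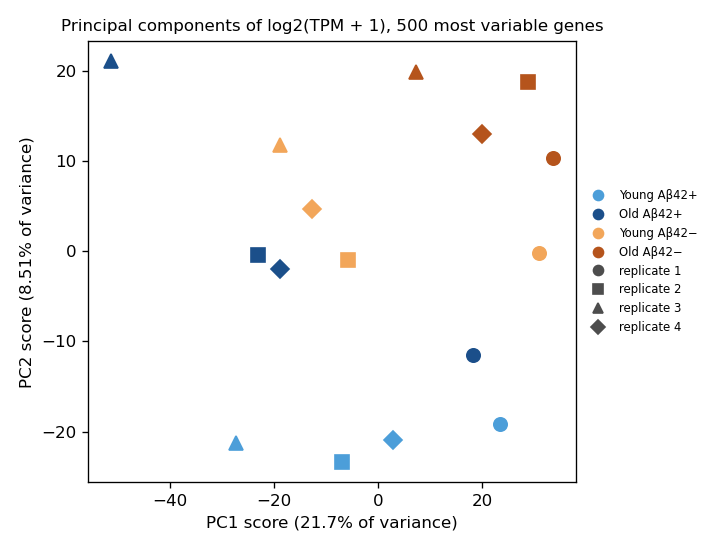
PC1 and PC2 scores of the 16 libraries from log2(TPM + 1) of the 500 most variable genes, with the group as the colour and the replicate number as the symbol. Replicate 1 has the highest PC1 score of each group and replicate 3 the lowest, and the libraries of young Aβ42+ microglia have the lowest PC2 scores.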

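Between old and young Aβ42+ microglia, 33578 genes were tested and 9 were called by limma, 7 higher in old and 2 higher in young, while 3096 genes had an unadjusted p under 0.05. Between old and young Aβ42- microglia, 687 of 31982 genes were called, 554 higher in old and 133 higher in young, and 7686 had an unadjusted p under 0.05. With the replicate number as a block 3893 were called (1795 up, 2098 down in old), and in settings chosen after the data were seen 12 with TMM factors over all genes and 12 with median-of-ratios factors (3 up, 9 down in each), and 14 with the background level as a covariate (11 up, 3 down). For Aβ42+ microglia 2, 1, 3 and 1 genes were called without young replicates 1 to 4 and 4, 0, 44 and 0 without old replicates 1 to 4, where the fits with 0 called had 2061 and 2216 genes at an unadjusted p under 0.05. For Aβ42- microglia the counts were 13328, 9, 6 and 11 without young replicates 1 to 4 and 0, 17, 4189 and 3 without old replicates 1 to 4, with more lower than higher in old without young replicate 1 (3327 up, 10001 down) or old replicate 2 (8 up, 9 down), where the fit with 0 called had 4476 genes at an unadjusted p under 0.05. Between Aβ42- and Aβ42+ microglia, 557 of 33281 genes were called in young mice, 476 of them higher in Aβ42-, and 4206 of 32429 in old mice, 1536 of them higher in Aβ42-. The balance in old mice turned with TMM factors over all genes (1023 up, 317 down in Aβ42-), median-of-ratios factors (922 up, 385 down), quantile normalization (534 up, 207 down), the background subtracted (1342 up, 1147 down) and the background level as a covariate (46 up, 27 down), all chosen after the data were seen. Leaving out 1 replicate changed the count in old mice to 17621, 126, 1779 and 85 without Aβ42+ replicates 1 to 4 and 96, 70, 11310 and 175 without Aβ42- replicates 1 to 4, and more were higher than lower in Aβ42- in all of these fits except those without Aβ42+ replicate 1 or Aβ42- replicate 3. In young mice it was 338 without Aβ42+ replicate 2, 318 without Aβ42+ replicate 4 and 327 without Aβ42- replicate 2. Same-numbered Aβ42+ and Aβ42- libraries are sorts of 1 pool. With the replicate number as a block, 18776 genes were called in old mice. A test of whether the age difference depends on uptake, in 1 model of all 16 libraries, called 4 of 34492 genes, and 12733 with the pool as a block. At an unadjusted p under 0.05 the model gave 6928 genes. With 1 library left out it called 12 genes without young Aβ42+ replicate 3, 5 without young Aβ42- replicate 3 or old Aβ42+ replicate 3, 3 without young Aβ42- replicate 2 and 0 to 2 without any of the others. From the positions of the groups in Fig. 3b, with both Aβ42+ groups close together and old Aβ42- microglia farthest away, the paper concludes that age-associated gene expression goes with impaired phagocytosis.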

**Figure 3:**
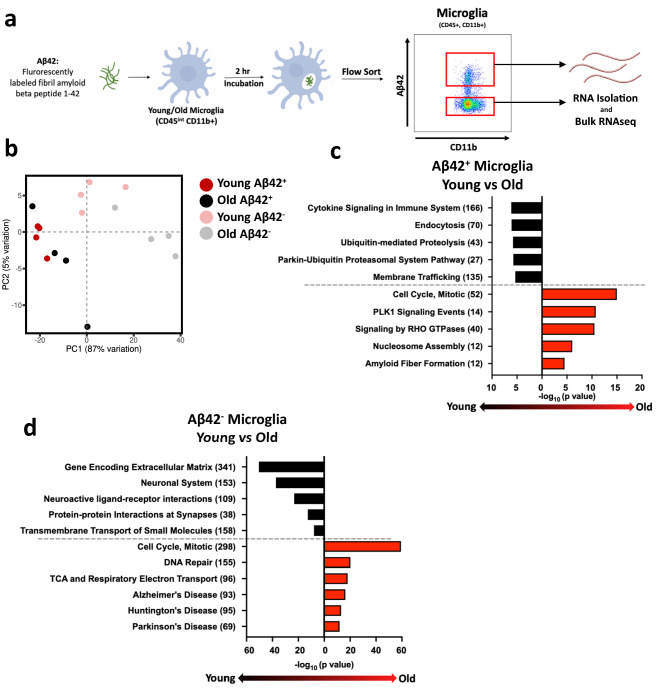
Pathway analysis of young and old microglia that either did or did not take up peptide showed deficiencies of old microglia. Young (2 months) and old (18 months) microglia (3 male mice were combined to make one replicate; this was repeated for a total of 4 replicates/group) were incubated with 2.5 μM of Aβ42 for 2 h and then were FACSorted based on Aβ42 uptake. Sorted microglia’s RNA was isolated and used to run bulk RNAseq analysis. (**a**) Schematic of phagocytosis assay and flow sorting, images made using ©BioRender - biorender.com. (**b**) Principal component analysis plot of the four different microglia groups (Young Aβ42^+^, Young Aβ42^−^, Old Aβ42^+^, Old Aβ42^−^) with 4 replicates each. Pathway analysis of DEGs in both the young and old (**c**) Aβ42^+^ and (**d**) Aβ42^−^ microglia graphed based on their p value. The number of DEGs in each pathway are indicated in parentheses.

To gain insight into the biology underlying defective phagocytosis with age, we generated lists of differentially expressed genes (DEGs) and performed pathway analysis. 

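The paper gives no thresholds for Table 1, and its methods state a p of 0.1 or less and a log2 fold change of at least 0.5 for pathway analysis. Read as an unadjusted p and a change in either direction, 1801 genes were higher in young and 3026 genes higher in old Aβ42+ microglia, of the 33578 tested with limma. The balance turned with upper quartile factors (2696 and 2042) and, in settings chosen after the data were seen, with TMM factors over all genes (2457 and 1507), median-of-ratios factors (2252 and 1354) and quantile normalization (2390 and 1918). The median log2 fold change of all tested genes was 0.38 in old against young. Of the genes higher in old, 46.0% had a mean under 10 TPM, against 6.27% of those higher in young. The count higher in old was 10707 with the replicate number as a block. The count higher in young fell to 1122 without young replicate 1 and 1113 without old replicate 3. The count higher in old was 1467, 6765 and 1870 without young replicate 1, 3 or 4, and 7857 and 1915 without old replicate 1 or 3. With adjusted p of 0.1 or less and the same fold threshold, 2 genes were higher in young and 8 higher in old. Of the 9 genes called at an adjusted p of 0.05 or less, 8 had a mean of at least 5 TPM and no overlap between young and old libraries. They were mostly short RNA genes listed at 0 in every library of 1 group. Mir7673, Mir497, Mir181b-2, n-R5s100 and Mir10a were listed at 0 in young Aβ42+ microglia and had means of 49.8, 36.4, 42.6, 20.6 and 16.8 TPM in old Aβ42+ microglia, with adjusted p from 0.00363 to 0.0341 in limma's test. Mir7008 and Mir3084-1 were listed at 0 in old and had means of 28.0 and 17.8 TPM in young Aβ42+ microglia (adjusted p = 0.00364 and 0.00529). Without any 1 of the young replicates Mir497 stayed called and the other 4 genes at 0 in young did not (adjusted p from 0.0756 to 0.196). Without old replicate 2 or 4 neither Mir7008 nor Mir3084-1 was called (0.0552 to 0.0936). A gene seen in 4 libraries only is not tested when 1 of these is left out.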

In those microglia that phagocytosed Aβ42, there were 3402 genes that were upregulated in young compared to old microglia and 856 genes that were increased in old compared to young microglia (Table 1). Pathway analysis showed that young microglia had increased expression of genes involved in endocytosis, membrane trafficking genes, and proteolysis (Fig. 3c). 

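The pathway tool behind Fig. 3c was not available, so families of genes fixed by symbol before the data were examined were tested with limma's camera, at a preset correlation of 0.01 between genes. It compares a family with all other tested genes. Of 30 families, 17 differed between old and young Aβ42+ microglia at an adjusted p of 0.05 or less, 9 relatively higher in old and 8 relatively lower. Of these calls, 5 held in limma's fry test, those of the SMAD genes, the cyclin and cell division cycle genes, the centromere proteins, the MCM replication genes and a published list of cell cycle genes, and 0 held with the correlation estimated in each family (4 of 30 at an unadjusted p under 0.05), the alternative that changed the count most. Camera called 10 families without young replicate 1 and 7 without old replicate 3. The 59 Rab GTPase genes summed to 5763 ± 519.7 TPM in young and 4968 ± 1061 TPM in old Aβ42+ microglia. Camera placed them lower in old (adjusted p = 0.00294), although their median log2 fold change was 0.09, since that of all tested genes was higher. The scalings moved that overall median, to 0.24 with upper quartile factors, 0.06 with TMM factors over all genes, 0.03 with median-of-ratios factors and -0.00 with quantile normalization. Under 4 of the 5 scalings the Rab median fell below 0, and over the 5 it lay -0.38 to -0.06 relative to the median of all genes. The 15 ARF GTPase and ARF regulator genes had a median of -0.27 (adjusted p = 8.29e-05, 2081 ± 203 TPM in young and 1776 ± 399.7 TPM in old), below 0 in all 5 scalings. For the 49 proteasome subunits the median was -0.16 (adjusted p = 8.26e-06, 8944 ± 1215 and 7787 ± 1530.1 TPM), also below 0 in all 5. The 17 lysosomal cathepsin genes had a median of -0.09, a mean of 0.13 and a lower position in camera (adjusted p = 0.0349), and summed to 3939 ± 118 TPM in young and 3623 ± 316 TPM in old. The 6 immunoproteasome subunits did not differ (median 0.05, adjusted p = 0.704).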

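Suppl. Figure 4a labels 22 genes of the RAB and ARF families or their regulators, and all 22 had lower mean log2 values in old than in young Aβ42+ microglia. Their log2 fold changes ran from -0.87 to -0.26, 19 had an unadjusted p of 0.1 or less and 15 of these a change of at least 0.5 in size. None was called by limma over all genes tested (adjusted p from 0.416 to 0.641), and 2 passed when p was adjusted over the list alone. As with every list labelled in a figure of the paper, these genes were chosen on the same samples, so the second count is not independent evidence. In each list the genes with the lowest and the highest p are described, a choice made after the values were known. Rab15 (chromosome 12 of mm10 from 76797960 to 76822759) had the lowest p, with 21.3 ± 3.98 TPM in young and 11.1 ± 1.27 TPM in old Aβ42+ microglia (n = 4 each), a log2 fold change of -0.87 (standard error 0.23, adjusted p = 0.416 from limma, exact permutation p = 0.0286). For Rab3ip (chromosome 10, 116905780 to 116950456), with the highest p, the values were 9.69 ± 0.952 and 7.51 ± 0.947 TPM and the log2 fold change was -0.33 (standard error 0.26, adjusted p = 0.641). In all 21 alternatives every one of the 22 genes stayed lower in old, and none was called.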

Notably, relative to old microglia, young microglia showed increased expression of RAB and ARF genes (Suppl. Figure 4a) which are known to be involved in endosomal trafficking, vesicle formation, and intracellular transport^36^. Given that defective function of both of these families of small Ras GTPases have been implicated in neurodegenerative diseases^37^, it is possible that their decreased expression could contribute to reduced microglial phagocytic capacity and contribute to disease in aged microglia.

**Table 1:** Number of genes upregulated in young and old microglia that did and did not phagocytose Aβ42.

	Up in young	Up in old
Aβ42^+^	3403	857
Aβ42^−^	5245	5539

Following phagocytosis, ingested material is broken down into reusable substrates. 

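The 7 proteasome genes Psmd1, Psmd3, Psmd11, Psmd12, Psmd14, Psmc6 and Psmd7 had means of 203 to 359 TPM in young Aβ42+ microglia. All 7 were lower in old Aβ42+ microglia, by log2 fold changes of -0.55 to -0.31, and stayed so in the 21 alternatives. An unadjusted p of 0.1 or less was found for 6, and a change of at least 0.5 in size for 2 of those. No gene was called, either over all genes (limma, adjusted p from 0.531 to 0.590) or adjusted over the list alone. Psmd12 (chromosome 11, 107479528 to 107498036) was at 349.7 ± 49.5 TPM in young and 244 ± 67.3 TPM in old, a log2 fold change of -0.55 with a standard error of 0.23 (exact permutation p = 0.0857). Psmd3 (chromosome 11, 98682554 to 98695978) was at 252 ± 53.5 and 194 ± 28.1 TPM, with a log2 fold change of -0.36 and a standard error of 0.20 (exact permutation p = 0.143). In both genes the difference was within the range that regrouping of the 8 libraries gives.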

Interestingly, young microglia had increased expression of genes associated with proteasomal subunits (*Psmd1*, *Psmd3*, *Psmd11*, *Psmd12*, and *Psmd14*) as well as immunoproteasome subunits (*Psmc6* and *Psmd7*) (Suppl. Figure 4b). This data is consistent with prior work suggesting decreased proteasomal processing in aged, senescent cells^38^. Further, young microglia that phagocytosed Aβ42 had increased expression of several cytokine and cytokine receptor genes relative to old microglia. 

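For the cytokine genes Il1a, Il18, Il12b, Ifng and Csf1, 5 of 5 were lower in old than in young Aβ42+ microglia, with log2 fold changes of -0.96 to -0.21. In 2 of them the unadjusted p was 0.1 or less, and in 1 of these the change was at least 0.5 in size. Limma called none over all genes (adjusted p from 0.473 to 0.715) or adjusted over the list alone, and none in the 21 alternatives, all of which kept the direction. Il1a (chromosome 2, 129299609 to 129310186) was at 369 ± 22.9 TPM in young and 266 ± 43.0 TPM in old, without overlap between the groups (log2 fold change -0.48, standard error 0.16, exact permutation p = 0.0286). Old replicate 3 was at 202 TPM, below the other old libraries. Il18 (chromosome 9, 50554700 to 50581841) was at 8.62 ± 2.18 and 7.17 ± 0.0903 TPM (log2 fold change -0.21, standard error 0.29, exact permutation p = 0.171), close to the background level of 5.76 ± 4.27 TPM in old Aβ42+ microglia. The family of 37 interleukin genes had a median log2 fold change of 0.49 and did not differ in camera (adjusted p = 0.214).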

Increased mRNA levels of *Il1a*, *Il18*, *Il12b*, *Ifng*, and *Csf1* in the young microglia indicated a robust pro-inflammatory profile (Fig. 3c, Suppl. Figure 4c). Furthermore, cytokine receptors such as *Il1rl2*, *Il12rb2*, *Il6ra*, *Il10ra*, and *Csf1r* (Suppl. Figure 4c) and genes involved in cytokine signaling including, TRAF, SMAD, and NFKB genes (Suppl. Figure 4d), were also highly expressed likely enabling these young microglia to respond to multiple cytokines. 

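All 5 receptor genes named were lower in old Aβ42+ microglia (log2 fold changes -0.61 to -0.37), each with an unadjusted p of 0.1 or less and 4 with a change of at least 0.5 in size. Il12rb2 (chromosome 6, 67285986 to 67376293) was at 13.5 ± 1.46 TPM in young and 8.56 ± 1.35 TPM in old, a log2 fold change of -0.61 (standard error 0.24, exact permutation p = 0.0286). For Il1rl2 (chromosome 1, 40324589 to 40367555) the values were 10.4 ± 2.07 and 6.59 ± 1.33 TPM, with a log2 fold change of -0.59 (standard error 0.29). The 12 TRAF, SMAD and NFKB genes of Suppl. Figure 4d were lower in old as well, by -1.05 to -0.31, with an unadjusted p of 0.1 or less in 9 and a change of at least 0.5 in size in 7 of these. The lowest p of that list was that of Traf5 (chromosome 1, 191997203 to 192092599), at 229.6 ± 65.6 and 114 ± 47.1 TPM (log2 fold change -1.05, exact permutation p = 0.0571), and the highest that of Smad5 (chromosome 13, 56703010 to 56742378), at 10.1 ± 0.858 and 7.95 ± 0.412 TPM (log2 fold change -0.31). No gene of either list was called over all genes (limma, adjusted p from 0.452 to 0.640), adjusted over the list alone or in the alternatives, and the 21 alternatives kept every direction. As families in camera, the TRAF genes had a median of -0.35 (adjusted p = 0.0149), the SMAD genes -0.38 (adjusted p = 0.000572) and the NF-κB genes -0.38 (adjusted p = 0.000125), each below 0 in all 5 scalings. The 36 interleukin receptor genes had a median of 0.35 but a lower position in camera (adjusted p = 0.147), and their median fell below 0 under 2 of the 5 scalings.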

Overall, the increase in immune cell activation genes show that young phagocytosing microglia are capable and prepared to respond to immunological signals and targets. We acknowledge that upregulation of pro-inflammatory markers in the young microglial compartment compared to old microglia is not in agreement with previous studies that reported increased inflammatory signatures in other aging cells such as macrophages and dendritic cells^39,40^. However, a recent single cell RNAseq study showed that only a small proportion of aging microglia have an inflammatory signature^34^, suggesting that microglia are not the primary source of inflammaging in the brain. Although we note that our bulk mRNAseq approach would not reveal subtle trends present only in subpopulations and can only unveil the pathways present in most microglia.

In contrast to the young phagocytosing microglia, pathway analysis of young microglia that did not phagocytose Aβ42 revealed increased expression of genes associated with extracellular matrix and synaptic interaction (Table 1). 

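By the thresholds used here for Table 1, 7822 genes were higher in young and 3097 genes higher in old Aβ42- microglia, of 31982 tested, and the median log2 fold change of all tested genes was -0.56. Of the genes higher in young, 76.0% had a mean under 10 TPM, against 14.3% of those higher in old. The median of all genes was -0.23 with TMM factors over all genes, -0.23 with median-of-ratios factors and -0.01 with quantile normalization. In these settings, chosen after the data were seen, the balance turned, to 4449 and 5588, 4436 and 5810 and 3740 and 4658 genes higher in young and in old, and with the background subtracted it was 3459 and 4272. With an adjusted p of 0.1 and the same fold threshold it was 812 and 1568. Leaving out young replicate 1 moved the count higher in young to 16381, the largest change. Without young replicates 2, 3 or 4 it was 3935, 3536 and 3892, and without old replicates 1 or 2 3760 and 3774. Of the called genes that meet the rule for single genes, Mir6896, Mir770, Mir3071, Mir30c-2 and Gm40301 were listed at 0 in old Aβ42- microglia and had means of 29.5, 20.9, 19.6, 19.0 and 16.6 TPM in young Aβ42- microglia. Mir125b-1 was listed at 0 in young and had a mean of 12.6 TPM in old. Mir6395 was listed at 0 in 3 of the 4 young libraries and had a mean of 38.2 TPM in old. Ces1d rose from 11.4 ± 2.45 to 66.9 ± 20.5 TPM (adjusted p = 0.00882 from limma), A530032D15Rik from 7.48 ± 3.00 to 43.6 ± 5.81 and Gm35498 from 36.6 ± 15.0 to 176 ± 16.8 TPM. Without old replicate 1 none of these was called (adjusted p from 0.0593 to 0.157, with Mir125b-1 not tested), and without old replicate 4 only Mir6896 was (0.0498). Calls were also lost for Gm40301 and Mir6395 without old replicate 2 (0.0841 and 0.133), Ces1d without young replicate 2 (0.0565), Mir6395, Ces1d, A530032D15Rik and Gm35498 without young replicate 3 (0.0555 to 0.113) and Mir6395 without young replicate 4 (0.121). Camera called 18 of 30 families between old and young Aβ42- microglia, 11 relatively higher in old and 7 relatively lower, of which 0 held in fry (7 at an unadjusted p under 0.05) or with the correlation estimated per family (4). The 42 collagen genes summed to 316 ± 119 TPM in young and 184 ± 65.2 TPM in old, with a median log2 fold change of -0.88 (adjusted p = 0.0179), below 0 in all 5 scalings.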

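Mmp3, Mmp11, Mmp12, Mmp15 and Mmp16 had means of 4.06 to 20.7 TPM in young Aβ42- microglia, and Adamts4, Adamts3, Adamts2, Adam23 and Adam7 4.08 to 11.1 TPM, where the background level was 3.68 ± 2.15 TPM. In old Aβ42- microglia the background level was lower as well, 1.31 ± 1.11 TPM. All 10 were lower in old Aβ42- microglia, the first 5 by log2 fold changes of -1.68 to -0.93 and the others by -1.27 to -0.78. In each list 4 of 5 genes had an unadjusted p of 0.1 or less, all with a change of at least 0.5 in size. Limma called none over all genes (adjusted p from 0.121 to 0.275). Adjusted over the list alone, 2 matrix metallopeptidases and 0 ADAM metallopeptidases passed. The 10 genes kept their direction in every alternative in which they were tested, with 3 of them tested at a mean of at least 5 TPM. With the background subtracted only 3 genes of each list could be tested. Leaving out young replicate 1 called 4 of the matrix metallopeptidases and all 5 ADAM metallopeptidases, leaving out old replicate 3 called Mmp12 (adjusted p = 0.0372), and the replicate block called Mmp3 and Mmp15. Mmp12 (chromosome 9, 7344397 to 7360461) was at 8.84 ± 1.59 TPM in young and 4.04 ± 1.55 TPM in old, without overlap (standard error of the log2 fold change 0.32, exact permutation p = 0.0286). Mmp16 (chromosome 4, 17853072 to 18117479) was at 4.51 ± 2.72 and 1.49 ± 1.03 TPM (log2 fold change -1.01, standard error 0.57, exact permutation p = 0.143). Adamts2 (chromosome 11, 50602085 to 50807573) was at 6.83 ± 3.52 and 2.24 ± 1.24 TPM (log2 fold change -1.18, standard error 0.52) and Adamts3 (chromosome 5, 89673841 to 89883668) at 4.08 ± 2.16 and 1.78 ± 0.872 TPM (log2 fold change -0.78, standard error 0.47). In camera neither the 23 Mmp genes (median -0.67, adjusted p = 0.873) nor the 47 ADAM and ADAMTS genes (median -0.66, adjusted p = 0.131) differed from the other genes.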

Young microglia had significantly increased expression of several matrix metallopeptidases (*Mmp3*, *Mmp11*, *Mmp12*, *Mmp15*, *Mmp16*) and ADAM metallopeptidases (*Adamts4, Adamts3, Adamts2, Adam23, Adam7*) (Fig. 4d, Suppl. Figure 4e). Recent studies have reported that upregulation of ECM correlates with remodeling of neuron synapses^41,42^, thus suggesting that these young non-phagocytosing microglia may play a very different role than their phagocytosing counterparts. Notably, microglia are important for remodeling and maintenance of neuronal synapses and increased expression of these metallopeptidases is likely critical for this process^41,43,44^. 

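For neuronal-type genes, 3 families were tested between old and young Aβ42- microglia. The 56 ionotropic neurotransmitter receptor genes summed to 286 ± 143 TPM in young and 125 ± 77.9 TPM in old, with a median log2 fold change of -0.86 (camera, adjusted p = 0.000792). For 38 G-protein-coupled neurotransmitter receptors the sums were 679 ± 114 and 437 ± 133.5 TPM and the median -0.87 (adjusted p = 0.0138), and for 42 voltage-gated ion channels 307 ± 97.8 and 161 ± 65.8 TPM and -0.82 (adjusted p = 0.00231). Limma called 0 of these genes, while 22, 16 and 18 were lower in old at an unadjusted p of 0.1 or less. None of the 3 families was called in fry (adjusted p = 0.222 for each) or in camera with the correlation estimated per family (0.751 for each). Families without a known role in microglia were tested beside them. Their medians were -0.98 for 1014 olfactory receptors (adjusted p = 2.97e-06), -0.80 for 189 vomeronasal receptors (adjusted p = 0.000452), -1.15 for 54 keratin-associated proteins (adjusted p = 0.00322) and -0.81 for 30 beta-defensins (adjusted p = 0.183). All 7 medians stayed below 0 in the 5 scalings. With the background level of each library subtracted, a setting chosen after the data were seen, the medians were -0.72, -0.90 and -0.84 for the neuronal-type families, -0.73 for the olfactory receptors, -0.41 for the vomeronasal receptors, -0.92 for the keratin-associated proteins and -0.43 for the beta-defensins. Camera then called the neuronal-type families, the olfactory receptors and the keratin-associated proteins, and not the vomeronasal receptors or the beta-defensins.

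**Figure D3:**
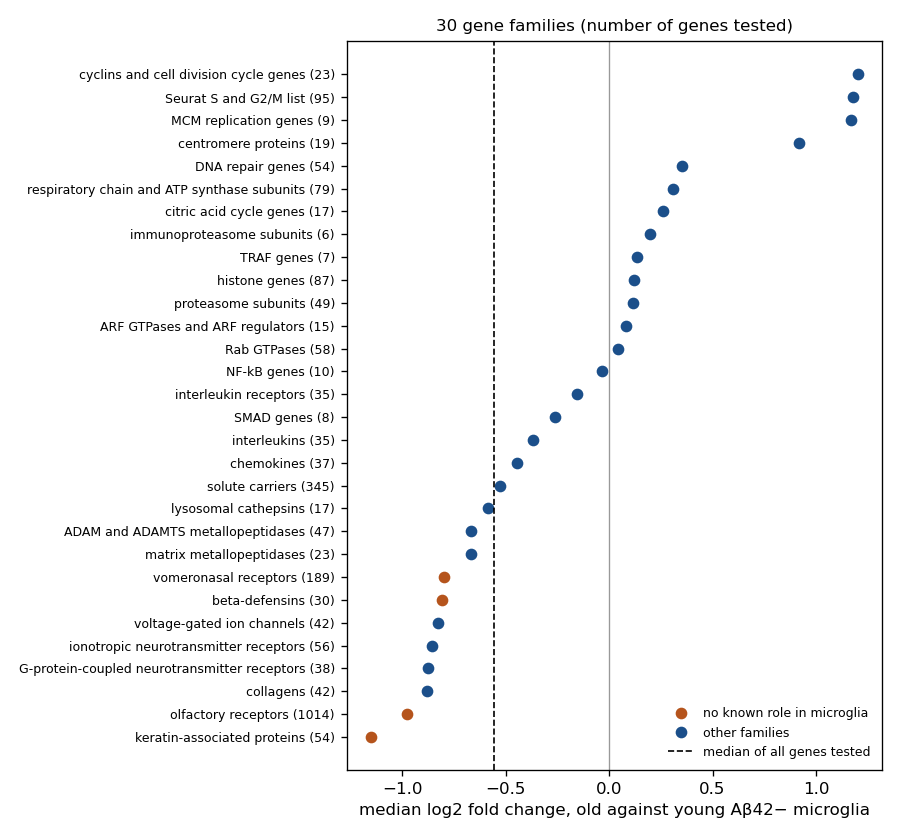
Median log2 fold change of 30 gene families in old against young Aβ42- microglia, each point a family with its number of tested genes, with families without a known role in microglia in a second colour and the median of all tested genes as a dashed line. The neuronal-type families lie between -0.87 and -0.82, among the 4 families without a known role, which lie between -1.15 and -0.80.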

Neuronal-type pathways, such as “neuronal system”, “neuroactive ligand-receptor interactions”, and “protein–protein interactions at synapses”, were also notably increased in these young non-phagocytosing microglia (Fig. 3d), suggesting that non-phagocytosing microglia are programmed more for neuronal remodeling rather than immune function. This bifurcated functionality of young microglia is in agreement with the concept of heterogeneity of the microglial compartment, an expanding area of interest in neuronal research^45,46^. These data suggest that there are microglia predisposed to respond to damage signals like Aβ that can be activated very quickly after recognition of these signals, while other microglial populations are mainly involved in neuronal remodeling and maintenance.

**Figure 4:**
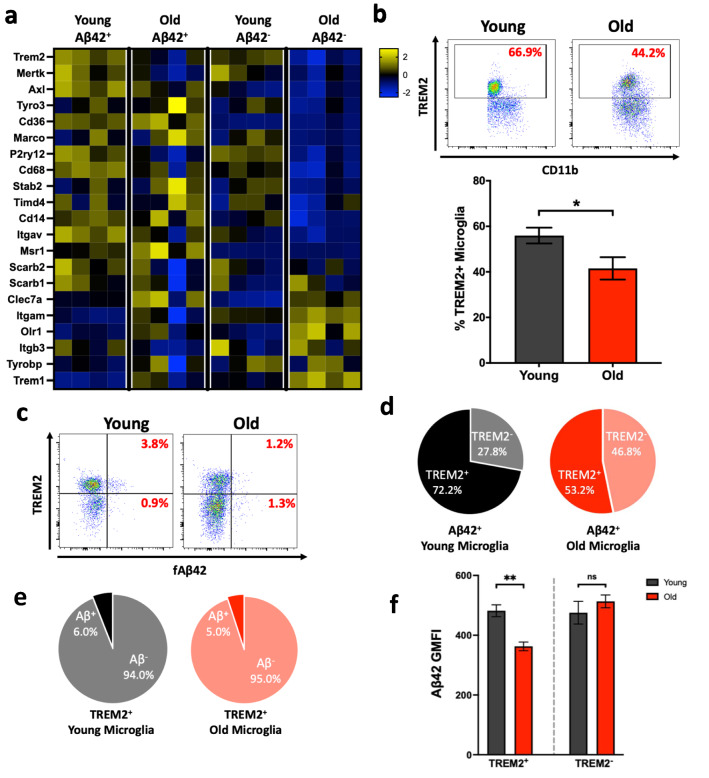
Expression of TREM2, an Aβ42 receptor, is decreased in aging microglia. (**a**) Heatmap representation of phagocytic receptor gene expression levels for Young Aβ42^+^, Young Aβ42^−^, Old Aβ42^+^, and Old Aβ42^−^. The scale represents the row Z-score from 2 (highest expression) to − 2 (lowest expression). Young (2 months) and aged (21 months) microglia were incubated with 0.5 μM Aβ42 for 1 h and stained for microglial markers and TREM2 (n = 3/group; replicated 4 times with both male and female mice) (**b**) Representative flow plots (n = 3/group) of young and aged microglia TREM2 expression and graph of % of young and old microglia that are TREM2^+^. (**c**) Representative flow plots of young and aged microglia TREM2 expression and Aβ42 uptake. (**d**) Graphs showing the average percentage of TREM2 expression in young (black) and old (red) Aβ42^+^ microglia and (**e**) Average percentage of Aβ fluorescence in young (black) and old (red) TREM2^+^ microglia. (**f**) Geometric mean fluorescence of Aβ42 in TREM2^+^ and TREM2^−^ Aβ42^+^ microglia. *p ≤ 0.05, **p ≤ 0.01, mean ± s.e.m, Student’s *t* Test.

Pathway analysis of old phagocytosing microglia indicates a very different cellular state from that of their young counterparts. 

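Among the families tested in Aβ42+ microglia, the published list of 95 genes of the S and G2/M phases, taken from the Seurat package, had the lowest adjusted p in camera, 7.89e-16. It summed to 2564 ± 91.1 TPM in young and 3320.4 ± 426 TPM in old, with a median log2 fold change of 0.78, 59 genes higher in old at an unadjusted p of 0.1 or less and 1 gene called. The 87 histone genes had a median of 0.82 (adjusted p = 5.50e-12, 2842 ± 403 and 4641 ± 720.3 TPM), the 23 cyclin and cell division cycle genes 0.80 (adjusted p = 7.99e-10), the 9 MCM replication genes 0.89 (adjusted p = 3.33e-06) and the 19 centromere proteins 0.62 (adjusted p = 0.00104). Relative to the median of all genes, the list of S and G2/M genes lay 0.36 to 0.40 higher over the 5 scalings. The medians of all 5 families stayed above 0 in each scaling. The histone genes were not called in fry (adjusted p = 0.0526), and none of the 5 was called in camera with the correlation estimated per family (lowest adjusted p 0.277).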

Cell cycling and associated pathways dominated as the top pathways in these cells (Fig. 3c). 

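Ccnb1, Ccnb2, Cdk1, Cdkn2c, Cdca5, Cdc20, Cdc25b, Cdca8, Cenpn, Cenpk, Cenpl and Plk1 were all higher in old than in young Aβ42+ microglia, by log2 fold changes of 0.90 to 1.74. Every gene had an unadjusted p of 0.1 or less and a change of at least 0.5. Limma called 0 of the 12 over all genes (adjusted p from 0.244 to 0.561), and 11 passed when adjusted over the list alone. Their direction held in the 21 alternatives, in which none was called. Plk1 (chromosome 7, 122159435 to 122169884) had 19.1 ± 7.40 TPM in young and 51.8 ± 3.68 TPM in old, a log2 fold change of 1.46 with a standard error of 0.25 (adjusted p = 0.244 from limma, exact permutation p = 0.0286). Cenpk (chromosome 13, 104228611 to 104249622) had 3.43 ± 1.35 and 7.43 ± 3.39 TPM, a log2 fold change of 0.90 with a standard error of 0.42 (adjusted p = 0.561, exact permutation p = 0.0571).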

Cyclins and cyclin-dependent genes (*Ccnb1*, *Ccnb2, Cdk1, Cdkn2c*), cell division cycle genes (*Cdca5*, *Cdc20*, *Cdc25b*, *Cdca8*) and nucleosome assembly genes (*Cenpn*, *Cenpk*, *Cenpl)* were notably upregulated in the old phagocytosing microglia. 

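In old Aβ42- microglia the same 12 cell cycle genes were higher than in young Aβ42- microglia, by log2 fold changes of 0.71 to 1.86, and stayed so in the 21 alternatives. Limma called 7 over all genes (adjusted p of the 12 from 0.0360 to 0.131) and 12 when adjusted over the list alone. The count depended on single libraries, with 11 called without young replicate 1, 11 without old replicate 3 and 0 without any of the other 6 libraries. Cdca8 (chromosome 4, 124918465 to 124936917) had 60.7 ± 5.45 TPM in young and 185 ± 66.3 TPM in old Aβ42- microglia, a log2 fold change of 1.52 (standard error 0.25, adjusted p = 0.0360, 0.00452 to 0.167 over the alternatives). Cdc25b (chromosome 2, 131186436 to 131198511) had 10.9 ± 2.17 and 18.6 ± 4.33 TPM, a log2 fold change of 0.71 (standard error 0.24, adjusted p = 0.131). For Plk1 the means were 49.8 ± 6.31 and 137 ± 66.7 TPM, with a log2 fold change of 1.27 (standard error 0.38, exact permutation p = 0.0857), and old replicate 3 lay within the young range at 49.1 TPM. The S and G2/M list summed to 3752 ± 393 TPM in young and 7092 ± 1691 TPM in old, with a median of 1.18 (camera, adjusted p = 7.96e-48) and 27 of 95 genes called. The 54 DNA repair genes had a median of 0.35 (adjusted p = 4.36e-09, 906 ± 126 and 1235 ± 185 TPM), and 3 were called higher in old. Both medians stayed above 0 in the 5 scalings. Neither family was called in fry (adjusted p = 0.0516 and 0.0579) or in camera with the correlation estimated per family (0.293 and 0.330). The S and G2/M list was also higher in Aβ42- than in Aβ42+ microglia, by a median of 0.76 in young and 1.21 in old mice, above 0 in the 5 scalings.

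**Figure D4:**
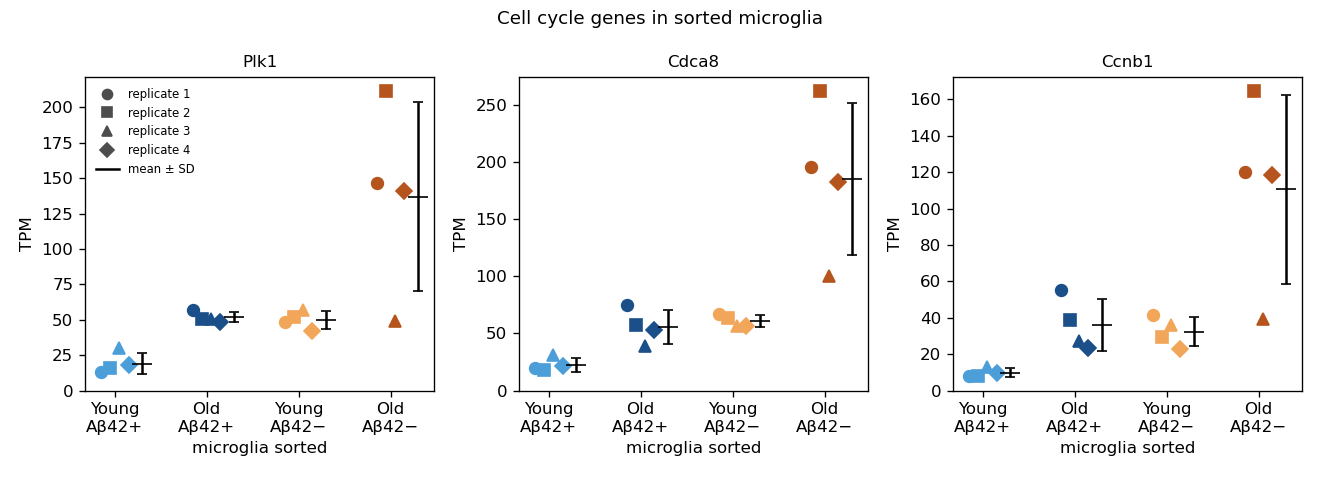
TPM of Plk1, Cdca8 and Ccnb1 in each library of the 4 groups, with the mean and SD beside the points and the replicate number as the symbol. Each gene has its highest mean in old Aβ42- and its lowest in young Aβ42+ microglia, and Plk1 in old Aβ42- replicate 3 is at 49.1 TPM.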

Interestingly, increased proliferative capacity also appears to be a defining factor in old microglia that did not phagocytose (Fig. 3d, Suppl. Figure 4f,g ), along with upregulation of DNA repair genes. Such unregulated cell cycling could be damaging to the microglia. Indeed, increased microglial proliferation is an early characteristic of disease-associated microglia (DAMs)^47^, which have been reported in multiple mouse models of neurodegenerative diseases such as Alzheimer’s disease^48^, prion disease^49^, and ischemic stroke^50^. Further, a recent study even suggests that senescent replication promotes the emergence of DAMs^51^. Thus, old microglia may be displaying early signs of dysfunction that mirror microglia in a diseased state. Due to the deficiencies in aged microglia, this increased cell cycling may be the attempt of microglial precursors to fill the open niche left by these deficiencies. One intriguing hypothesis may be that Aβ acts like a homeostatic regulator of microglial proliferation. Thus, the increased Aβ seen in an aging brain encourages the production of more microglia to combat further accumulation. However, despite this increase in proliferation, we did not see increases in overall percentage of microglia in aged mice. This may be due to proliferative stress, indicated by upregulation of DNA repair pathways and PLK1 signaling, in aged microglia. Thus, aged cycling microglia are likely to be prone to cell death that prevents increased microglia numbers with age. Additionally, such increased cell cycling may place intense energetic demands on the aged cells, a concept supported by the fact we also found upregulated expression of metabolic-related genes implicated in the citric acid cycle (TCA) and the electron transport chain (ETC) (Fig. 3d).

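In Aβ42- microglia, 79 genes of the respiratory chain and ATP synthase summed to 11322 ± 1346 TPM in young and 14032 ± 1464 TPM in old, with a median log2 fold change of 0.31 (camera, adjusted p = 2.06e-20). Of these genes, 51 were higher in old at an unadjusted p of 0.1 or less and 0 were called by limma. The 17 citric acid cycle genes summed to 1982 ± 238 and 2508 ± 307 TPM, with a median of 0.26 (adjusted p = 9.97e-07), 9 genes higher in old at an unadjusted p of 0.1 or less and 0 called. Over the 5 scalings the medians lay between 0.19 and 0.75 for the first family and between 0.11 and 0.70 for the second. Neither family was called in fry (adjusted p = 0.147 and 0.222) or in camera with the correlation estimated per family (0.414 and 0.561). In Aβ42+ microglia the medians were 0.22 (adjusted p = 0.0320) and -0.11 (adjusted p = 0.0320), and scaling changed the sign of each, to -0.24 with median-of-ratios factors for the respiratory chain and to 0.00448 with quantile normalization for the citric acid cycle genes.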

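App, Adam17 and Psen2 had means of 18.2 to 53.0 TPM in young Aβ42- microglia and were higher in old Aβ42- microglia by log2 fold changes of 0.39 to 0.49. All 3 had an unadjusted p of 0.1 or less and 0 a change of at least 0.5. None was called by limma over all genes (adjusted p from 0.125 to 0.224). The direction held in the 21 alternatives, leaving out young replicate 1 called all 3, and leaving out old replicate 3 called App (adjusted p = 0.0399). App (chromosome 16, 84952666 to 85175255), the amyloid precursor protein gene, had 53.0 ± 4.43 TPM in young and 70.0 ± 7.66 TPM in old, a log2 fold change of 0.39 with a standard error of 0.13 (exact permutation p = 0.0286). Psen2 (chromosome 1, 180227004 to 180263467), which encodes presenilin 2, had 18.2 ± 3.70 and 23.9 ± 2.32 TPM, a log2 fold change of 0.39 with a standard error of 0.19 (exact permutation p = 0.0857).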

Beyond a proliferative phenotype, pathway analysis of old microglia that did not phagocytose also revealed pathways associated with neurodegenerative diseases, such as *App*, *Adam17*, *Psen1*, and *Psen*2^52,53^(Suppl Figure 4h). Additionally, old microglia that did phagocytose had an upregulation of the amyloid fiber formation pathway (Fig. 3c) further hinting those old microglia, regardless of their phagocytic status, exhibit tell-tale signs of microglial dysfunction and disease state.

### Decreased TREM2 expression in aged microglia correlate with phagocytic uptake

Given the dysfunctional phagocytosis in aged microglia, we next examined the differences in gene expression of over 20 receptors potentially involved in microglial phagocytosis. 

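Fig. 4a labels 21 receptor genes or partners of receptors. In old Aβ42- microglia, 12 of the 21 had a lower mean log2 value than in young Aβ42- microglia, 9 of them at an unadjusted p of 0.1 or less and 7 of these with a change of at least 0.5 in size. The log2 fold changes ran from -1.40 to 1.53. Limma called 1 lower, P2ry12, and 3 higher, Clec7a, Olr1 and Trem1, and 7 genes passed in either direction when adjusted over the list alone. P2ry12 (chromosome 3, 59216271 to 59262985) fell from 109 ± 6.27 to 57.3 ± 14.5 TPM (log2 fold change -0.94, standard error 0.18, adjusted p = 0.0433, 0.00718 to 0.354 over the alternatives). Clec7a (chromosome 6, 129461591 to 129472785) rose from 64.4 ± 10.6 to 127 ± 10.9 TPM, a log2 fold change of 0.97 (adjusted p = 0.0336, 0.00584 to 0.167 over the alternatives), Olr1 (chromosome 6, 129479150 to 129507350) from 16.1 ± 5.81 to 49.0 ± 16.2 TPM, 1.53 (adjusted p = 0.0471), and Trem1 (chromosome 17, 48232713 to 48246927) from 35.0 ± 5.34 to 73.9 ± 12.9 TPM, 1.05 (adjusted p = 0.0360). The calls depended on single libraries. Without young replicate 1, 6 of the 21 were called lower and 4 higher, without old replicate 3 the counts were 3 and 4, and without any of the other 6 libraries they were 0 and 0.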

Old microglia that did not phagocytose Aβ42 had low expression of two-thirds of these genes. Expression of these genes encoding these receptors was decreased compared to not only their younger non-phagocytosing counterparts but also to old microglia that did phagocytose (Fig. 4a), suggesting that decreases in phagocytic capacity may be due to a population of old microglia losing their ability to recognize phagocytic material. 

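Against old Aβ42+ microglia, 14 of the 21 receptor genes were lower in old Aβ42- microglia, and 2 were called lower by limma. Cd36 (chromosome 5, 17781690 to 17888959) had 18.4 ± 6.28 TPM in old Aβ42+ and 2.33 ± 1.98 TPM in old Aβ42- microglia, a log2 fold change of -2.64 (standard error 0.45, adjusted p = 0.0178), and Msr1 (chromosome 8, 39543232 to 39642750) 67.7 ± 29.8 and 7.08 ± 1.27 TPM, -2.98 (standard error 0.34, adjusted p = 0.00578). Over the alternatives the adjusted p ran from 0.000848 to 0.136 for Cd36 and from 0.000140 to 0.0489 for Msr1. Cd36 was not called without old Aβ42+ replicates 2 or 4 or without old Aβ42- replicates 1, 2 or 4 (highest adjusted p 0.0765), and Msr1 was called in all 21 alternatives. Neither was lower than in young Aβ42- microglia (log2 fold changes 0.03 and 0.14). With the pool as a block, 7 genes were called lower and 2 higher. Lower values than in both groups were found for 11 of the 21 genes, and 0 were called lower in both comparisons. As both comparisons share the old Aβ42- libraries, 7.01 genes are lower in both by chance on average in simulations without any difference, and 548 of 10000 simulations gave 11 or more. These simulations take genes and libraries as independent. In 10000 others, chosen after the data were seen, which keep the pairing of old libraries by pool and the correlation between genes, the mean was 6.37, and 2886 gave 11 or more, so the count is not beyond chance. With TMM or median-of-ratios factors over all genes the count was 4. It was between 10 and 12 with 1 replicate left out.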

Interestingly, we found that mRNA expression of one phagocytic receptor, TREM2, was particularly low. 

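Trem2 (chromosome 17, 48346401 to 48352276) had 283 ± 27.3 TPM in young Aβ42+, 246 ± 13.8 in young Aβ42-, 194 ± 49.8 in old Aβ42+ and 129.6 ± 41.4 in old Aβ42- microglia. Between old and young Aβ42- microglia the log2 fold change was -0.98 (standard error 0.22), with no overlap between the groups (exact permutation p = 0.0286). Limma's adjusted p was 0.0536, above the threshold, and ran from 0.0129 to 0.326 over the alternatives, of which 8 of 21 called the gene. Without young replicate 1 it was 0.0314, and without old replicate 3 it was 0.0129. The log2 fold change stayed between -1.14 and -0.54. Between old and young Aβ42+ microglia it was -0.58 (standard error 0.21, adjusted p = 0.497, exact permutation p = 0.0286), again without overlap. Within old mice, Aβ42- against Aβ42+ microglia, it was -0.60 (standard error 0.29, adjusted p = 0.128, exact permutation p = 0.143), and under TMM and median-of-ratios factors over all genes it changed sign, up to 0.26. In young mice the difference was -0.20 (standard error 0.10, adjusted p = 0.854, exact permutation p = 0.0857). Tyrobp, the signalling partner of the receptor, had 879 ± 66.4 TPM in young and 879 ± 68.7 TPM in old Aβ42- microglia.

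**Figure D5:**
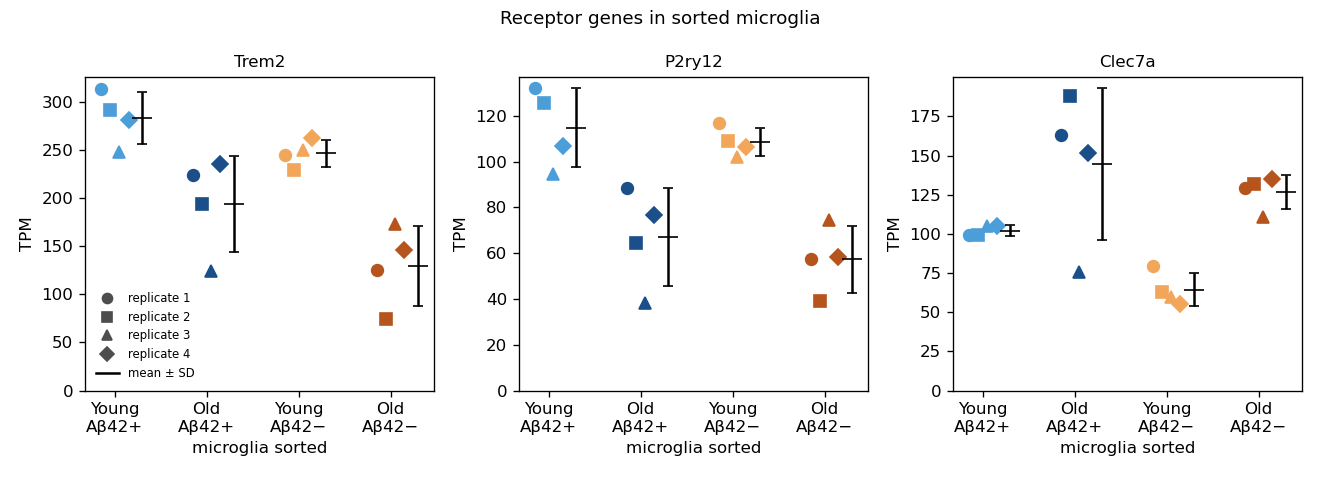
TPM of Trem2, P2ry12 and Clec7a in each library of the 4 groups, with the mean and SD beside the points and the replicate number as the symbol. Trem2 and P2ry12 have their lowest means in old Aβ42- microglia, where Trem2 lies between 74.6 and 173 TPM.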

Studies have shown that TREM2 directly binds Aβ^54^, is a vital component of Aβ clearance^55^, and has been linked to Alzheimer’s disease in both Alzheimer’s patients^56,57^ and in mouse models^58,59^. Many studies concluded that TREM2 expression is positively correlated with uptake of Aβ^17,60^ and loss of TREM2 function leads to Aβ accumulation^61^, although a recent study found that TREM2 deficiency increased phagocytosis in an Alzheimer’s disease mouse model^62^. Overall, the literature suggests that normal age-related declines in TREM2 expression may contribute to defective phagocytosis in aged microglia.

To confirm these differences in TREM2 mRNA levels, we next assessed protein levels of TREM2 on young and old microglia by flow cytometry. Aged mice had an overall decrease in the frequency of TREM2^+^ microglia compared to their younger counterparts (Fig. 4b), consistent with prior studies that showed decreased *Trem2* mRNA expression in aged microglia^35^. We next asked whether TREM2^+^ cells were the predominant microglial population involved in Aβ phagocytosis. In young mice, nearly 75% of Aβ42^+^ microglia expressed TREM2, while in aged mice, only 50% of aged Aβ42^+^ microglia were TREM2^+^ (Fig. 4c,d). Although the frequency of TREM2^+^ microglia that were Aβ42^+^ was similar in young and aged mice (Fig. 4e), aged TREM2^+^ Aβ42^+^ microglia phagocytosed less Aβ as shown by decreased gMFI (Fig. 4f). These data suggest that old TREM2^+^ microglia are still capable of taking up Aβ42, but that other receptors, which may also be defective, contribute to Aβ42 phagocytosis in aged microglia. Combined, these data suggest that the decreased proportion of TREM2^+^ old microglia contribute to the overall decreased ability to phagocytose Aβ peptide, which might contribute to Aβ accrual during late-onset Alzheimer’s disease.

In summary, our data show that microglia from normally aged mice exhibit many tell-tale signs of dysfunction, including deficits in phagocytosis of Aβ peptide and substantially altered expression of genes involved in cell cycling, synaptic pruning, and neuronal homeostasis. Importantly, much of the existing data on microglial function in aging have been generated in accelerated genetic models of Alzheimer’s disease^63–65^ which may not reflect normal progressive inflammatory environment that develops with age. Our study highlights the importance of further research on age-related dysfunctions of microglia and how they contribute to driving age-associated sporadic disease.

## Supplementary Information

Supplementary Information.

## Data Availability

The RNAseq dataset generated and analyzed in this current study is available in the Gene Expression Omnibus (GEO) repository (Accession # GSE205803).

# Supplementary material for: Naturally-aged microglia exhibit phagocytic dysfunction accompanied by gene expression changes reflective of underlying neurologic disease
**Source:** Sci Rep. 2022 Nov 14;12:19471. doi: 10.1038/s41598-022-21920-y
**Supplement:** Supplementary file 1 — Supplementary Information.

**Naturally-aged microglia exhibit phagocytic dysfunction accompanied by gene expression changes reflective of underlying neurologic disease**

Alyssa L. Thomas<sup>1,2,3</sup>, Maria A. Lehn<sup>3,4</sup>, Edith M. Janssen<sup>3,5</sup>, David A. Hildeman<sup>1,2,3\*</sup>, Claire A. Chougnet<sup>1,2,3\*</sup>

<sup>1</sup>Department of Pediatrics, University of Cincinnati College of Medicine, Cincinnati, OH, United States, <sup>2</sup>Division of Immunobiology of Cincinnati Children's Hospital Medical Center, Cincinnati, OH, United States, <sup>3</sup>Immunology Graduate Program, Cincinnati Children's Hospital Medical Center and the University of Cincinnati College of Medicine, Cincinnati, OH, United States

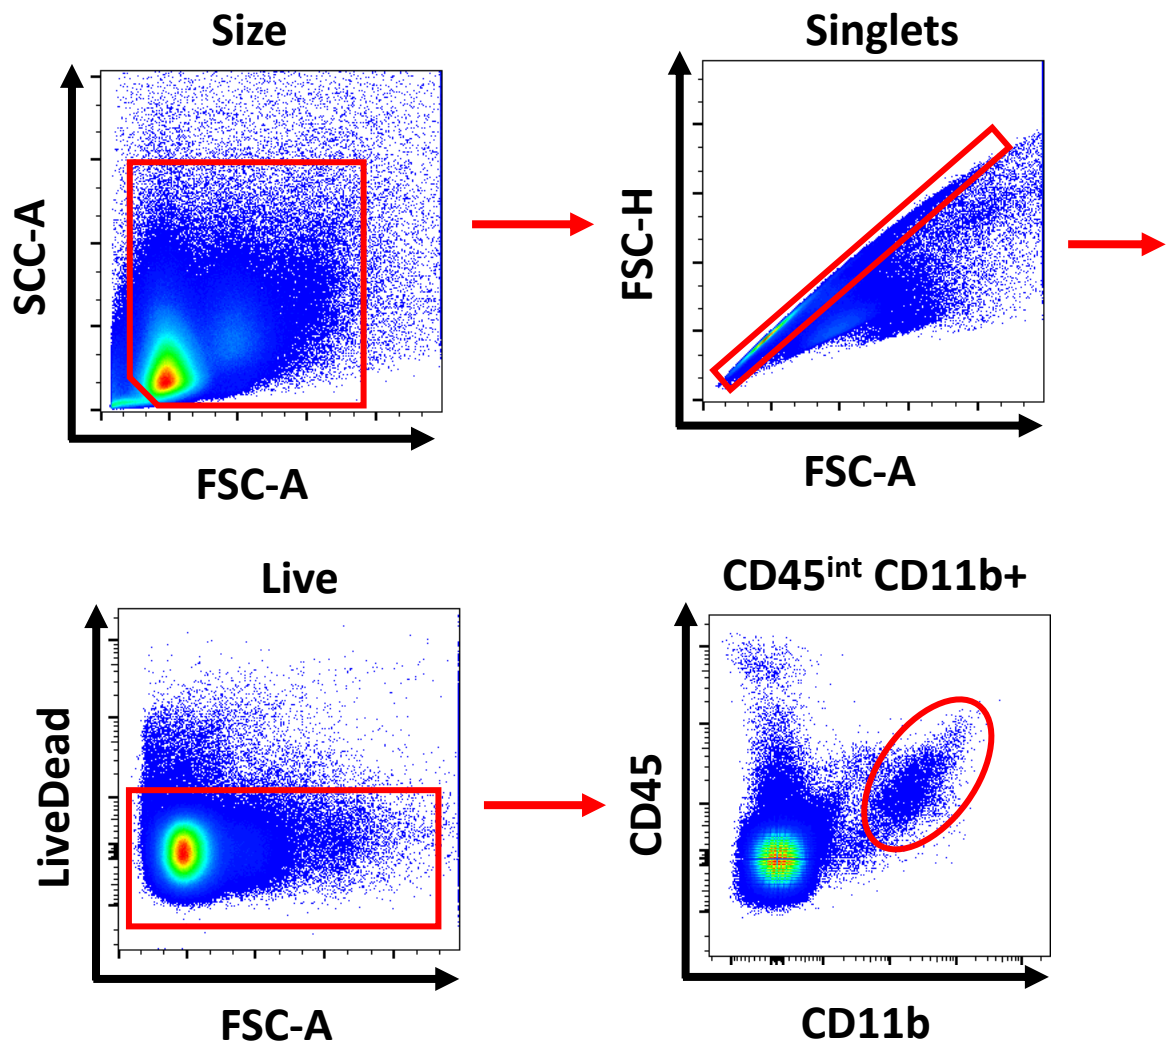

**Supplemental Figure 1: Flow cytometry gating strategy to identify microglia after immune cell isolation of the brain.** Representative flow cytometry gating of single cell suspension of isolated immune cells from the brain. Microglia were identified as live, CD45<sup>int</sup> CD11b<sup>+</sup> cells.

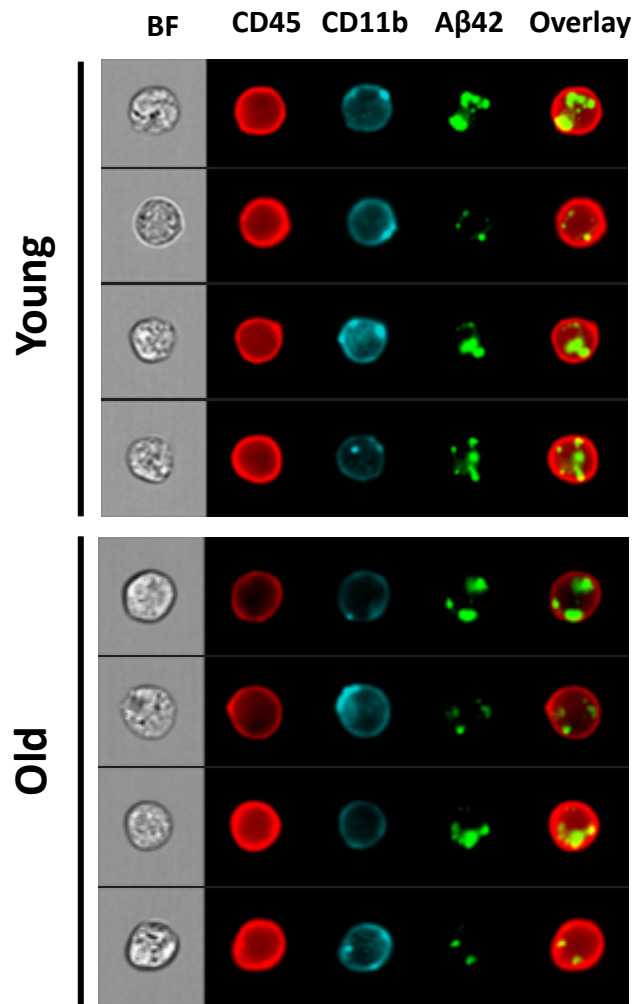

**Supplemental Figure 2: Imaging flow cytometry of A $\beta$ 42 uptake.** Representative imaging flow cytometry images of microglia upon 2hr incubation of A $\beta$ 42. BF, brightfield. Red indicates CD45, blue indicates CD11b, and green indicates A $\beta$ 42. Original magnification 60X.

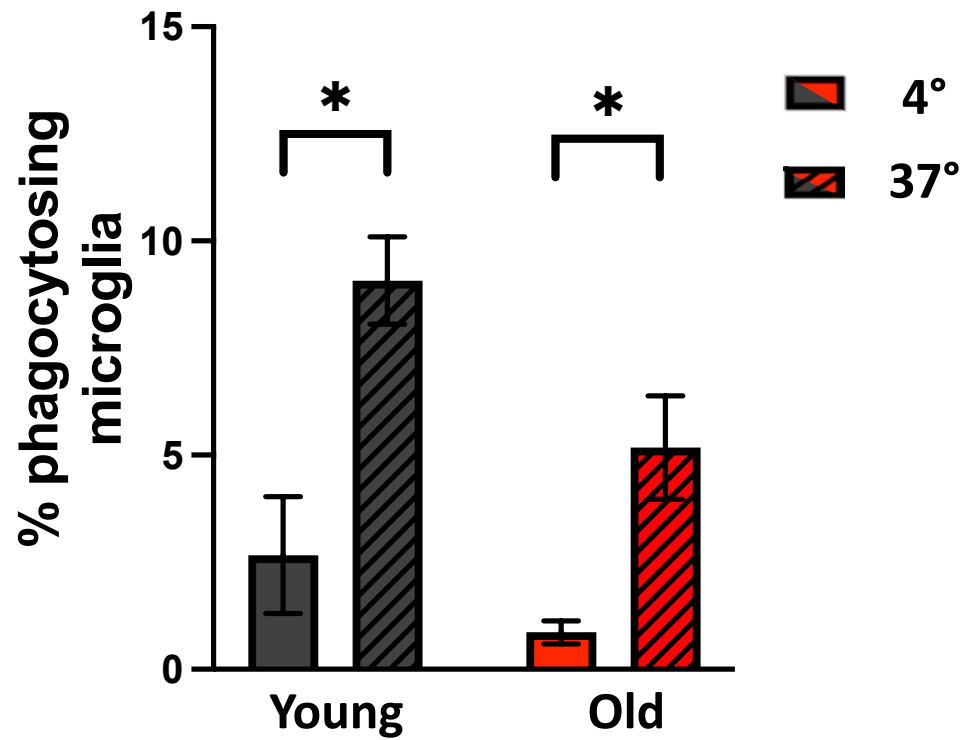

**Supplemental Figure 3: Microglial phagocytosis at 4° and 37°.** Brains from female young (3 months) and old (22 months) mice (n=3-4) were processed and live CD45 intermediate CD11b<sup>+</sup> cells (microglia) were assessed for phagocytic capacity. Cells were incubated with 0.5μM of fluorescent fibril Aβ42 or medium (control) for 1 hour and phagocytosis was assessed by flow cytometry. Graphs are shown as mean ± s.e.m % of microglia showing phagocytosis of fluorescent Aβ42 are graphed \* $p \leq 0.05$ , Student's *t* Test

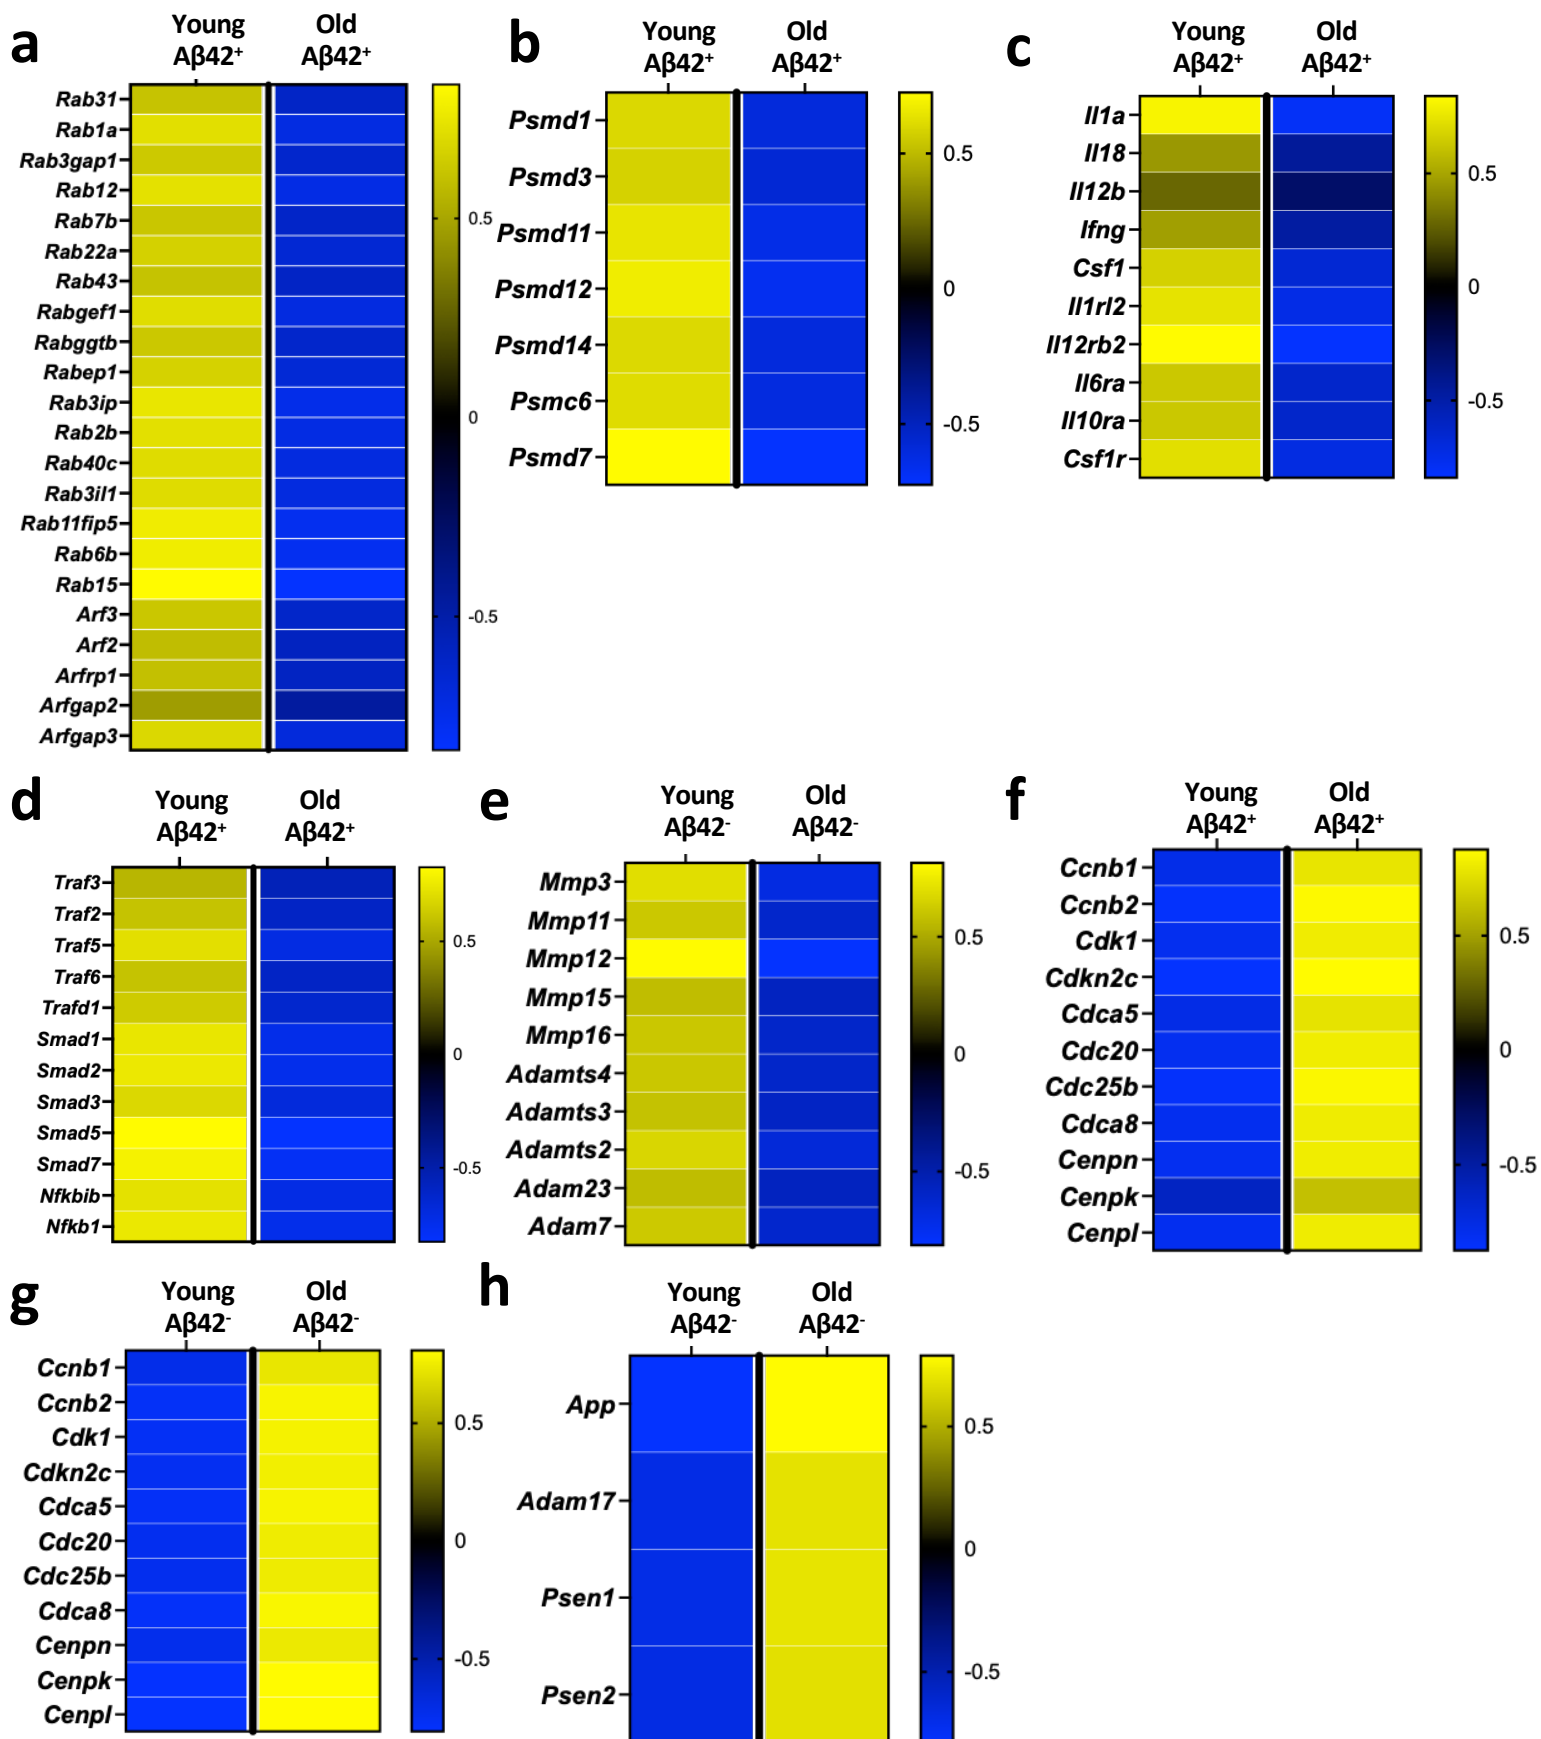

**Supplemental Figure 4: Average gene expression of select genes from bulk RNAseq.** Heatmap representations of selected genes from bulk RNAseq. Z score comparisons are shown as average gene expression of 4 mice per group. **a), b), c), d), and f)** Heatmaps compare young Aβ42<sup>+</sup> microglia to old Aβ42<sup>+</sup> microglia. **e), g), and h)** Heatmaps compare young Aβ42<sup>-</sup> microglia to old Aβ42<sup>-</sup> microglia.

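The heatmaps of Suppl. Figure 4 show Z scores of group means, without the spread between replicates. In the deposited TPM the labelled genes examined had the direction shown in each panel, but the size of the difference and the agreement of replicates varied. Panels a to d and f, on Aβ42+ microglia, had no gene called by limma over all genes, where 3096 of all tested genes had an unadjusted p under 0.05. Of the genes examined in panels e, g and h, on Aβ42- microglia, only genes of panel g, the cell cycle genes, were called. Each heatmap averages 4 libraries per group, and by the legend of Fig. 3 each library is a pool of mice, while the methods and the legend of Suppl. Figure 4 speak of mice.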

How the deposited data were processed for this re-analysis (not part of the article)

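Microglia of young and old male mice were incubated with fluorescent Aβ42 and sorted by uptake, and mRNA of 16 libraries was sequenced, 4 each of young Aβ42+, young Aβ42-, old Aβ42+ and old Aβ42- microglia. The authors trimmed the reads, aligned them to mm10 with STAR, removed duplicates, counted reads per RefSeq gene with featureCounts and deposited the values as TPM, according to their methods and the description of the dataset. Whether counting used the strand or reads with several alignments is not stated in the paper's text. The table lists genes by symbol. All 16 columns were matched to the samples by their titles. Each column has the same total, as TPM requires, so the scaling to gene length and library total is already in the values and the depth per library is unknown. No read counts were used here, no counting interval can be given, and tests made for read counts were left out. Of the gene names, 32401 (90.3%) matched a RefSeq symbol of the reference annotation and 1015 more a synonym. Positions are those of the mm10 annotation.

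The comparisons were 4, old against young in Aβ42+ and in Aβ42- microglia, and Aβ42- against Aβ42+ in young and in old mice. Each used its 8 libraries only, with genes of at least 1 TPM in at least 4 of them, and limma's linear model with a mean-variance trend on log2(TPM + 1), two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. The interaction of age and uptake was tested in 1 model of all 16 libraries. The paper gives no thresholds for Table 1. Counts set beside it used a p of 0.1 and a log2 fold change of 0.5, which the methods of the paper state for pathway analysis, read as an unadjusted p and a change in either direction. Genes are named in the text only if the paper names them or labels them in Fig. 4a or Suppl. Figure 4, and further the 5 largest rises and the 5 largest falls of each age comparison among called genes with a mean of at least 5 TPM and no overlap between groups, which chance gives for 2.86% of genes without a difference. For single genes an exact two-sided permutation test of 4 libraries against 4 is given as well. All genes called in the interaction term are named as well. Ttr, Mbp, Snap25, Cd79a, Vpreb3, Elane, Mpo, Prtn3, Ctsg, Gzma, S100a8 and the genes of olfactory neurons are named outside this rule and were chosen after their values were seen. Families of 30 kinds were defined by symbol and tested with camera at a preset correlation of 0.01, with fry as the second test, for families of at least 5 tested genes. The list of S and G2/M genes is that of the Seurat package. Lists of markers of 16 cell types or states were written before they were tested.

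The principal components used log2(TPM + 1) of the 500 most variable genes, centred and not scaled. Correlations with the background level used 100000 permutations. The background level is the mean TPM of 1104 olfactory and 326 vomeronasal receptor genes after trimming 10% at each end, and was defined after the data were seen. For the receptors of Fig. 4a, 10000 simulations of normal values without a difference gave the number lower in both comparisons by chance, and 10000 more, added after the data were seen, weighted the residuals of each pool by random normal values, the same for both sorts of an old pool and for all genes. Same-numbered Aβ42+ and Aβ42- libraries come from 1 pool by the sample titles, while same-numbered young and old libraries come from different pools and share a number and a run of 4 library codes. No label or text names a batch, so the numbers were not taken to pair young and old libraries, and the replicate block is an alternative there. As a check of the pairing, residuals of same-numbered libraries were correlated across genes. The correlations were 0.41 to 0.63 for replicates 1 and 3 and -0.06 to 0.06 for replicates 2 and 4, in all 4 comparisons, those between different pools included. Genes are not independent replicates in such a correlation.

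The alternatives were upper quartile factors, TMM factors from genes with a mean of at least 10 TPM, no filter beyond a value above 0, a mean of at least 5 or 1 TPM, all 16 libraries in the fit, the replicate number as a block, an added 0.1 TPM, each library left out in turn, other thresholds for the Table 1 counts, fry and an estimated correlation for families, and 2000 genes, all genes or unit variance for the principal components. After the data were seen, TMM factors over all genes, median-of-ratios factors, quantile normalization, subtraction of the background level from each gene and the background level as a covariate were added, and principal components of background-subtracted TPM and of genes with a mean of at least 50 TPM. The methods were tested on simulated data, in which 200 changed genes were placed in each comparison. A shift of the proteasome subunits by a log2 fold change of -1 was placed in simulated old against young Aβ42- libraries. It is far larger than the median of -0.16 in old against young Aβ42+ microglia. Camera found it in 20 of 20 simulated sets, and 20 other families, which had no shift, were called in these sets together. Both simulations drew each gene independently, so they leave out shifts that genes of a library share. R 4.3.3 with limma 3.58.1 and Seurat 5.3.0 was used for the tests, and Python 3.11.15 with numpy 2.4.6 and matplotlib 3.10.9 for the plots. The flow cytometry and protein measurements of the paper have no values in the table and were left out.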

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

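The tests of a shared processing batch, of the source of granulocyte and natural killer cell transcripts, of the second set of X chromosome genes and of the other splits and the background behind the interaction term were chosen only after the results were seen, and so was the final reading of the X chromosome test.

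In 34 measures of each library, taken in 4 groups, the highest or lowest library stood apart from the other 3 of its group by Dixon's gap test in 6 of 136 tests, where chance gives about 1 in 20, or 6.8. Young Aβ42- replicate 1 had 22819 genes with at least 1 TPM against 32926 to 33442 in the other libraries of its group, and old Aβ42+ replicate 1 had 28032 against 33176 to 34149. These libraries had the lowest background level of their groups, 0.553 and 1.27 TPM. The highest TPM of any gene was 2346 in young Aβ42+ replicate 3 and 1733 to 1805 in the rest of its group. Trem1 was at 27.1 TPM in young Aβ42- replicate 3 (36.9 to 38.7 in the others), Cd36 at 3.10 TPM in young Aβ42- replicate 1 (1.42 to 1.70), and Il1a at 202 TPM in old Aβ42+ replicate 3 (279 to 295). Old Aβ42+ replicate 3 was also the library with the highest background level. Among 25682 genes with a mean of at least 5 TPM in old Aβ42+ microglia, it stood far above the other 3 libraries on 1252 genes and far below them on 410. After the background level of each library was subtracted these counts were 2319 and 494. Subtraction raised the number of genes far above the others in every library of the group, from 139 to 828 in replicate 1, from 54 to 373 in replicate 2 and from 55 to 369 in replicate 4, so this test does not decide and the background stays open. As the libraries of a group share their age and uptake, no biological explanation was tested. A difference between pools of mice stays open.

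The effect of age differed between Aβ42- and Aβ42+ microglia for 4 genes in limma's interaction term, each gene with an adjusted p between 0.0359 and 0.0433. Mir181b-2 had an interaction of -8.09, Gm34924 -5.14, Gm13286 -2.06 and Mir6395 8.79 on the log2 scale. As many libraries list these genes at 0, the sizes depend on the added 1 TPM and are no fold changes. Mir181b-2, 89 bases long, was at 11.9, 32.2, 97.2 and 29.1 TPM in old Aβ42+ replicates 1 to 4 and at 0, 14.1, 16.8 and 15.3 TPM in young Aβ42- replicates, and was listed at 0 in the other 8 libraries. Gm34924 was at 8.56, 11.6, 8.72 and 5.22 TPM in old Aβ42+ and 3.61, 0, 6.04 and 5.49 TPM in young Aβ42- replicates, and was listed at 0 in the others. Gm13286 was at 1.94, 2.62, 3.95 and 4.72 TPM in old Aβ42+ replicates and listed at 0 in the other 12 libraries, and was below the background level of old Aβ42+ replicates 2 to 4. Mir6395, 91 bases long, was at 65.2, 68.5, 16.8 and 38.1 TPM in young Aβ42+, 43.4, 42.1, 27.1 and 40.1 in old Aβ42-, 0, 13.8, 0 and 0 in young Aβ42- and 11.7, 0, 0 and 0 in old Aβ42+ replicates. Of 35 splits of the libraries tried, only the real one gave as many genes for this term (1 of 35). In the other splits an effect of age itself would add to the spread, which favours the real split. This test therefore does not exclude chance. If replicate numbers mark a batch shared by young and old pools, only 8 splits compare, too few for a share of 0.05. With the pool as a block, an alternative set beforehand, the term called 12733 genes (1834 up, 10899 down), and again only the real split of 35 gave as many (1 of 35). Of these genes 8814 had a mean under 10 TPM. With the pool as a block, 1157 genes were called once the background was subtracted and 0 with the background level as a covariate. The background was lower in the Aβ42- sort than in the Aβ42+ sort of all 4 old pools, and of 2 of the 4 young pools, so background counts and a joint effect of age and uptake cannot be told apart for these genes. Without the block, with the background subtracted 2 genes were called and with the background level as a covariate 0. The settings of the background were chosen after the data were seen. With 1 library left out the term called 12 genes without young Aβ42+ replicate 3, 5 without young Aβ42- replicate 3 or old Aβ42+ replicate 3, 3 without young Aβ42- replicate 2 and 0 to 2 without any of the others. The fit as reported had 6928 genes with an unadjusted p under 0.05. Depth, gene length and reads shared between copies of a gene were not tested for the 4 genes. TPM multiplied by length gives read counts up to a factor per library, which was not used here. In old Aβ42+ replicate 1, Mir181b-2 (11.9 TPM over 89 bases) and Mir6395 (11.7 TPM over 91 bases) so had the same number of reads. Values of genes this short may rest on few reads, so counting noise stays open. A joint effect of age and uptake stays open.

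Olfactory receptor genes, which the paper does not discuss, summed to 16127 TPM in old Aβ42+ replicate 3, the library with the highest sum. RNA from olfactory sensory neurons would bring genes that such neurons hold in far larger amounts than any single receptor. In that library Omp was at 23.8 TPM, Gnal at 23.1, Adcy3 at 9.26 and Cnga2 at 9.07, near the level of the receptors, 11.6. This argues against such RNA as the source of the receptors in that library. In old Aβ42- replicate 1, the library with the lowest background level, Omp was at 5.67 TPM against 0.331. Such RNA therefore stays open for libraries with a low background level. Reads from genomic DNA of male mice would give genes on the single X chromosome about 0.5 of the level of autosomal genes. Among 1766 protein-coding genes listed at 0 in the library with the lowest background, the 153 X chromosome genes had a median of 3.47 TPM in old Aβ42+ replicate 3, against 3.08 to 15.0 for the 19 autosomes (median 10.4), with 1 autosome below. In a second set of 3616 genes with at most 2 TPM in each replicate 1 library and a value above 0 in at least 12 libraries, the 237 X chromosome genes had a median of 5.89 TPM, and the autosomes 5.13 to 6.80 (median 5.85). The gene sets give different answers, so genomic DNA and another even source cannot be told apart. A processing batch shared by libraries of the same number may set the level. The library codes in the sample titles run on over the 4 libraries of each number, young and old, but no label names a batch. In 4 of 4 groups replicate 1 had the lowest and replicate 3 the highest background, which chance gives in 8.33% of orders if both sorts of a pool count as 1 and no batch ties the numbers of young and old pools. How the authors' counting treated reads that fit several genes is not known, so reads shared between receptor genes stay open.

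Transcripts of granulocytes and natural killer cells were higher in Aβ42- than in Aβ42+ microglia, in data the paper does not discuss. The size of the difference varied between genes and ages. In young mice Elane was at 26.1 ± 9.36 TPM in Aβ42+ and 425 ± 83.9 TPM in Aβ42- microglia, and Gzma at 12.2 ± 15.9 and 275 ± 46.2 TPM. The granulocyte gene S100a8 was abundant in all groups. It was at 717 ± 85.8 and 1312 ± 230 TPM in young Aβ42+ and Aβ42- microglia, and at 1044 ± 151 and 1386 ± 232 TPM in old. In old Aβ42- replicates 2 and 4 it had the highest TPM of any gene, 1628 and 1450. The list of 13 neutrophil markers rose by a median log2 fold change of 1.54 in young and 0.90 in old mice. Its genes ran from 0.86 to 4.02 in young and from 0.34 to 2.95 in old mice. The list of 7 NK cell markers rose by 3.18 and 0.83, with genes from 1.61 to 5.13 and from 0.55 to 3.53. These medians stayed above 0 in all 5 scalings. All 13 neutrophil markers had at least 10 TPM in every library, none of the NK cell markers did, and no gene of either list is in another list or named by the paper. The background level of young Aβ42+ and Aβ42- microglia was alike, 3.46 ± 2.54 and 3.68 ± 2.15 TPM, and the neutrophil markers rose by 1.54 all the same, which argues against background counts. RNA free in the suspension and shared equally by both fractions gives no difference by definition. The 3.18 of the NK cell markers therefore restates the pattern and is no separate test of such RNA. Both lists were higher in the Aβ42- sort in 8 of 8 pools, which is consistent with granulocytes and natural killer cells sorted with the Aβ42- fraction. Whether these transcripts come from such cells or from microglia that express them was not tested.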

How the results depend on the processing

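The alternatives with TMM factors over all genes, median-of-ratios factors, quantile normalization, background subtraction, the background level as a covariate, and the principal components of genes with a mean of at least 50 TPM were chosen only after the data were seen, so they are later tests. Alternatives that need read counts were not run, namely DESeq2 with its size factors and thresholds, limma-voom, edgeR on counts and the variance-stabilizing transformation. Factors for the total were not run either, as every library has the same total TPM. Depth is unknown, so the limit it sets on genes with low TPM was not measured. In simulated data with the spread of the libraries, limma recovered 62, 86, 78 and 71% of genes changed 4-fold in the comparisons of age in Aβ42+ and Aβ42- microglia and of uptake in young and old mice, 12, 51, 30 and 18% of genes changed 2-fold, and made 5, 9, 5 and 4 false calls. These simulations drew each gene independently and changed no genes of low TPM. They leave out shifts shared by many genes of a library, so they do not measure the false calls in the data. Regrouping of the real libraries gave up to 13558 and 19814 calls in the age comparisons. Except where named, the cause of a change was not tested.

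Of 145 results on named genes, 30 were called, and of 2967 values under alternatives 2704 kept their direction and their side of the threshold, 192 fell out of the called genes, 71 entered them and 0 changed the direction of a called gene. For 60 results on families, 35 of them called by camera, the 1379 values split into 1168, 151, 49 and 11. Those whose direction in camera reversed are the respiratory chain genes of Aβ42+ microglia, with medians of 0.0512 with upper quartile factors, -0.20 with TMM factors over all genes, -0.24 with median-of-ratios factors, 0.19 without young Aβ42+ replicate 3 and 0.11 without old Aβ42+ replicate 1, in a range of 0.11 to 0.39 over the libraries left out. The citric acid cycle genes of Aβ42+ microglia had 0.00448 with quantile normalization, 0.0577 with the background level as a covariate and 0.0434 without old Aβ42+ replicate 3. The olfactory receptors of Aβ42+ microglia had 0.0285 with that covariate, and the proteasome subunits of Aβ42- microglia 0.0458 with quantile normalization and -0.0107 with the covariate.

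In old against young Aβ42+ microglia, where 9 genes were called (7 up in old, 2 down), 4 were called with a mean of at least 5 TPM, 31 with all 16 libraries in the fit, 3 with the replicate number as a block, 5 (3 up, 2 down) with the background subtracted, 21 with the background level as a covariate and 9 (5 up, 4 down) with quantile normalization. Without 1 library there were 0 to 44, the fewest without old replicates 2 or 4 and the most without old replicate 3. The fits without old replicates 2 and 4 called 0 genes in limma and had 2061 and 2216 at an unadjusted p under 0.05. In Aβ42- microglia, where 687 were called (554 up, 133 down), there were 1274 (824 up, 450 down) with TMM factors from genes with a mean of at least 10 TPM, 423 with no filter, 1826 with a mean of at least 5 TPM, 3893 (1795 up, 2098 down) with the replicate block and 424 with an added 0.1 TPM. With TMM factors over all genes there were 12 (3 up, 9 down), with median-of-ratios factors 12 (3 up, 9 down), with quantile normalization 1217 (806 up, 411 down), with the background subtracted 2011 and with the covariate 14. Without 1 library there were 0 to 13328, the fewest without old replicate 1 (0 called by limma, 4476 at an unadjusted p under 0.05) and the most without young replicate 1. The balance between up and down turned with the replicate block, with both factors over all genes and without young replicate 1 or old replicate 2.

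Between Aβ42- and Aβ42+ microglia of young mice, where 557 genes were called (476 up in Aβ42-, 81 down), 118 were called with TMM factors over all genes, 75 with median-of-ratios factors, 1521 (1024 up, 497 down) with the covariate and 718 (539 up, 179 down) with quantile normalization, and 318 (without young Aβ42+ replicate 4) to 630 (without young Aβ42+ replicate 3) with 1 library left out. In old mice, where 4206 were called (1536 up, 2670 down), there were 7665 with all 16 libraries in the fit, 18776 (3478 up, 15298 down) with the replicate block, 2592 (1204 up, 1388 down) with an added 0.1 TPM, 1340 (1023 up, 317 down) with TMM factors over all genes, 1307 (922 up, 385 down) with median-of-ratios factors, 741 (534 up, 207 down) with quantile normalization, 2489 (1342 up, 1147 down) with the background subtracted and 73 with the covariate, and 70 (without old Aβ42- replicate 2) to 17621 (without old Aβ42+ replicate 1) with 1 library left out. The balance between up and down in old mice turned with the background subtracted, with the covariate, without 1 library (except Aβ42+ replicate 1 or Aβ42- replicate 3), with quantile normalization and with the factors over all genes, which moved the median log2 fold change of all genes from -0.89 to -0.28 and -0.34, and to -0.01 with quantile normalization. Of the interaction term 4 genes were called, 0 with a mean of at least 5 TPM, 2 with a mean of at least 1 TPM, 12733 with the replicate block, 1 with quantile normalization, 2 with the background subtracted, 0 with the covariate and 0 to 12 with 1 library left out, the most without young Aβ42+ replicate 3. At an unadjusted p under 0.05 there were 6928 genes in the fit reported, 4663 with a mean of at least 5 TPM and 1469 with the covariate, and 3414 to 10573 in the fits without 1 library that called 0 genes. Its median over all genes was -0.34 with TMM factors over all genes, -0.34 with median-of-ratios factors and 0.06 with quantile normalization.

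Counts at the thresholds used for Table 1, 1801 higher in young and 3026 in old Aβ42+ microglia, moved with an adjusted p of 0.1 and the fold threshold to 2 and 8, with an adjusted p of 0.1 alone to 2 and 8 and with an adjusted p of 0.05 alone to 2 and 7. With upper quartile factors they were 2696 and 2042, which turned the balance. The count higher in old was 10707 with the replicate block, 1507 with TMM factors over all genes, 1354 with median-of-ratios factors and 1918 with quantile normalization. Without 1 library the count higher in young was 1113 (without old Aβ42+ replicate 3) to 2638 (without old Aβ42+ replicate 1), and that higher in old 1467 (without young Aβ42+ replicate 1) to 7857 (without old Aβ42+ replicate 1). In Aβ42- microglia the thresholds gave 812 and 1568, 868 and 1673, and 133 and 554 in the same order, in place of 7822 and 3097. The count higher in young was 3381 with a mean of at least 5 TPM, 13659 with the replicate block, 4449 with TMM factors over all genes, 4436 with median-of-ratios factors, 3740 with quantile normalization, 3459 with the background subtracted and 1626 with the covariate. The count higher in old was 5588, 5810 and 4658 with the same 3 scalings. Without 1 library the count higher in young was 3536 (without young Aβ42- replicate 3) to 16381 (without young Aβ42- replicate 1), and that higher in old 2482 to 3825. Stricter thresholds pass fewer genes by construction.

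Camera called 17 families in Aβ42+ microglia (9 higher in old, 8 lower), 8 with quantile normalization, 7 with the covariate, 5 with fry, 0 with an estimated correlation and 7 (without old Aβ42+ replicate 3) to 21 (without old Aβ42+ replicate 1) with 1 library left out, and 10 without young Aβ42+ replicate 1. In Aβ42- microglia it called 18 (11 higher, 7 lower), 10, 8, 0 and 0 in the same order, and 17 to 20 without 1 library. Of the 21 receptors of Fig. 4a, 11 were lower in old Aβ42- microglia than in both other groups, 4 with TMM factors over all genes, 4 with median-of-ratios factors and 10 to 12 without 1 library. The log2 fold change of Trem2 in old against young Aβ42- microglia, -0.98 and not called, was past the threshold with TMM factors from genes with a mean of at least 10 TPM (-1.11), with a mean of at least 5 TPM (-0.98), with all 16 libraries in the fit (-0.98), with the replicate block (-0.98), with quantile normalization (-1.12) and with the background subtracted (-1.09). Without 1 library it was -1.14 to -0.74 in Aβ42- and -0.68 to -0.38 in Aβ42+ microglia, and -0.26 to -0.15 and -0.80 to -0.36 between the fractions in young and old mice. The adjusted p in Aβ42- microglia ran from 0.0129 to 0.326 over the alternatives.

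PC1 held 21.7% of the variance with 500 genes, 55.9% with all genes that passed the filter, 31.2% with 2000 genes, 25.0% with the background subtracted, 51.2% with 500 genes among those with a mean of at least 50 TPM, and 19.3 to 23.5% without 1 library. The following ratios are on the plane of PC1 and PC2 only. The mean distance of old Aβ42- microglia to the other groups was 1.61 times that among the others, and 2.22 times with all genes that passed the filter. It was 1.67 with 2000 genes, 1.81 with unit variance, 1.30 with the background subtracted and 1.59 with genes of a mean of at least 50 TPM. Without 1 library it was 1.33 to 1.98 times.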

Differences from the paper's values

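The comparisons with upper quartile factors, left-out replicates and other thresholds were set before the data were examined, while those with TMM factors over all genes, median-of-ratios factors, quantile normalization, the background and principal components of genes of a mean of at least 50 TPM were chosen only after the results were seen.

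The text of the paper gives 3402 genes higher in young Aβ42+ microglia, the paper's value, where 1801 were found here. The values are within 1.5 times of each other with upper quartile factors (2696), without young Aβ42+ replicate 3 (2592), without old Aβ42+ replicate 1 (2638) and with an unadjusted p of 0.1 and no fold threshold (2451), and not in the other alternatives set beforehand. Of the settings chosen after seeing the values, TMM factors over all genes (2457) and quantile normalization (2390) come within 1.5 times, and median-of-ratios factors (2252) do not. None of the genes the paper names in Aβ42+ microglia was called here, so these settings drop none. For genes higher in old Aβ42+ microglia the paper's value is 856, against 3026 here, and no alternative set beforehand comes within 1.5 times. The closest of those chosen after seeing the values were 1354 with median-of-ratios factors and 1507 with TMM factors over all genes. An adjusted p of 0.1 with the fold threshold gave 8.

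For genes higher in old Aβ42- microglia the paper's value is 5539, against 3097 here. Values within 1.5 times were found without young Aβ42- replicate 1 (3747), without old Aβ42- replicate 3 (3825) and with an unadjusted p of 0.1 and no fold threshold (4204), and in no other alternative set beforehand. TMM factors over all genes (5588), median-of-ratios factors (5810) and quantile normalization (4658), chosen after seeing the values, come within 1.5 times. Of 15 genes examined that the paper names as higher in old Aβ42- microglia, 7 were called here, and 0, 0 and 6 of the 15 under these 3 settings. For genes higher in young Aβ42- microglia, the values differ by less than 1.5 times. The paper gives no thresholds for Table 1. Those used here are the ones its methods give for pathway analysis, with the p read as unadjusted, and the fits here use TPM, not the read counts behind the paper's test.

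PC1 holds about 87% and PC2 about 5% of the variance in Fig. 3b, read by eye, the paper's values, against 21.7% and 8.51% here. No alternative set beforehand comes within 1.5 times for either component, and PC1 reached its highest share, 55.9%, with all genes that passed the filter.

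The paper places both Aβ42+ groups close together in Fig. 3b. Here the smallest distance on PC1 and PC2 was that of young Aβ42- and old Aβ42+ microglia, 17.4 units, against 28.5 between young and old Aβ42+. The former was also smaller with all genes that passed the filter, 2000 genes, unit variance and genes of a mean of at least 50 TPM, and larger with the background subtracted (31.0 against 24.6). Over all components it was larger in all settings (as 40.1 against 39.6) except with all genes that passed the filter, and both Aβ42+ groups were the closest of all with the background subtracted (39.5) and among genes of a mean of at least 50 TPM (25.7), so the difference from the paper depends on the genes and the components. The paper places old Aβ42- microglia farthest from all other groups. Here the largest distances were those of old Aβ42- microglia to both Aβ42+ groups, 44.1 and 43.4 units, while their distance to young Aβ42- microglia, 26.7, was below that between both Aβ42+ groups, and so it was with the background subtracted. It was above with all genes that passed the filter (144 against 101), 2000 genes (48.3 against 37.8), unit variance (12.9 against 12.2), genes of a mean of at least 50 TPM (23.6 against 21.8) and over all components (39.9 against 39.6).

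The paper calls the rise of metallopeptidases in young Aβ42- microglia significant. Of the 10 genes labelled, all were higher in young and 8 had an unadjusted p of 0.1 or less, and 0 were called by limma at an adjusted p of 0.05. Without young Aβ42- replicate 1, 4 of the 5 Mmp genes and all 5 ADAM genes were called, without old Aβ42- replicate 3 Mmp12, and with the replicate block Mmp3 and Mmp15. Genes the paper names in Aβ42+ microglia had the direction stated, and none was called here in any setting. Trem2 was not called in old against young Aβ42- microglia (adjusted p = 0.0536 from limma, 0.0129 to 0.326 over the alternatives). It was called with TMM factors from genes with a mean of at least 10 TPM, with genes of a mean of at least 5 TPM, with all 16 libraries in the fit, with the replicate block (-0.98), without young replicate 1 and without old replicate 3, and in the later settings of quantile normalization and background subtraction. App, Adam17 and Psen2 were called without young Aβ42- replicate 1, and App without old Aβ42- replicate 3.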

Other observations

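The tests of the same shift in neuronal and matrix families, of background counts behind the cell cycle genes, of both explanations for Trem2, of the genes with low TPM among those higher in old Aβ42+ microglia and of the other splits behind the counts of genes were chosen only after the result was seen.

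Neuronal-type and matrix genes were lower in old than in young Aβ42- microglia, and so were families without a known role in microglia. The test set before the data were examined asked whether the summed share of olfactory, vomeronasal, keratin-associated and beta-defensin genes was higher in every young Aβ42- library than in every old one. It was so in 13 of 16 pairs, so this test leaves background counts open. A test of the level was then tried and replaced after its values were seen. Over the libraries the trimmed mean of the ionotropic receptors had a median of 1.11 times the background level, that of the voltage-gated channels 1.00, of the ADAM genes 1.06, of the collagens 1.51, of the G-protein-coupled receptors 1.92 and of the Mmp genes 1.99, with 1.49 over the 6 families. In the test used instead, the median log2 fold changes of these 6 families lay between -0.88 and -0.66, none further down than the olfactory receptors at -0.98. All 6 medians stayed below 0 in the 5 scalings except that of the ADAM genes, 0.01 with quantile normalization. With the background subtracted the G-protein-coupled receptors had -0.90 and the voltage-gated channels -0.84, further down than the olfactory receptors at -0.73, so a shift of low genes as a whole stays open and is not settled. RNA from neurons or glia stays open as well. The neuron markers had a median of -1.09, against -1.15 for the keratin-associated genes, and with the background subtracted -1.31 against -0.92. Their trimmed mean was 1.56 to 3.97 times the background level over the libraries. The astrocyte markers had -0.79, the oligodendrocyte markers -0.78 and the oligodendrocyte precursor markers -0.91. With the background subtracted these were -0.48, -0.16 and -1.37. The astrocyte and oligodendrocyte lists then lay less far down than the olfactory receptors, and the neuron and precursor lists further down. Snap25, abundant in neurons, was at 2.68 ± 1.53 TPM in young and 0.693 ± 0.455 in old Aβ42- microglia, too near the floor to decide, and Mbp of oligodendrocytes rose by 0.67 (adjusted p = 0.142 from limma). An effect of age on these genes in microglia stays open.

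Cell cycle genes were higher in old microglia in both fractions. Background counts are argued against, since old Aβ42- libraries had the lower background level and the published list of S and G2/M genes rose by a median of 1.47 there once the background was subtracted. Cells of another type stay open. The B cell markers rose by 1.08 in Aβ42- and 1.05 in Aβ42+ microglia, with Cd79a at 39.8 ± 22.4 TPM in young and 113 ± 39.0 in old Aβ42- and Vpreb3 at 4.00 ± 3.04 and 3.80 ± 2.54. In Aβ42- microglia T cell and NK cell markers did not rise (-0.62 and -1.09), apart from T cell markers under quantile normalization (0.17). Elane, Mpo, Prtn3 and Ctsg, genes of granulocyte precursors, had a median of 1.76 in old against young Aβ42+ and 0.74 in old against young Aβ42- microglia. In young mice, Aβ42- against Aβ42+, they rose by 3.94 and the S and G2/M list by 0.76. In old mice the values were 2.87 and 1.21, all above 0 in the 5 scalings. The sum of the S and G2/M list was higher in 4 of 4 same-numbered libraries in each of these comparisons. Dividing granulocyte precursors in the sorted fractions may contribute to the rise with age, and dividing microglia stay open as well.

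For the lower Trem2 of old Aβ42- microglia, a lower share of microglial RNA was considered. With an unchanged mix of other cells it would raise the markers of all other cell types alike. They moved apart, with -1.09 for NK cells and 1.08 for B cells, which argues against a lower share with an unchanged mix only. Of the 12 homeostatic microglia markers 0 were higher in old (median -0.85), while 6 of the 12 disease-associated markers were (median 0.21). A lower share with a changed mix stays open. With the background subtracted the log2 fold change was -1.09 (standard error 0.23, adjusted p = 0.0253 from limma, which ran from 0.0129 to 0.326 over the alternatives), so the background does not account for it. With TMM factors over all genes it was -0.54. An effect of age on Trem2 in these microglia stays a hypothesis, and a change in the share of microglia or of another cell type stays open.

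At the thresholds used for Table 1 here, more genes were higher in old Aβ42+ than in young Aβ42+ microglia, and 46.0% of them had a mean under 10 TPM, where the background level was also higher in old. With upper quartile factors 2696 genes were higher in young and 2042 in old, with TMM factors over all genes 2457 and 1507, and with median-of-ratios factors 2252 and 1354. These factors move every gene of a library alike, so the turn decides nothing about the source of the larger count. With the background subtracted 1865 genes were higher in young and 2151 in old, and with the background level as a covariate 1375 and 2272. Of the genes higher in old before, 1719 passed again after subtraction. Background counts and an effect of age cannot be told apart here, as the background level itself was higher in old.

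Other splits of the 8 libraries of a comparison into 4 and 4 were fitted in the same way, 35 splits in each. As many genes as in the real split were called in 8 splits, the real one included, for old against young Aβ42+, in 2 for old against young Aβ42-, and in 2 for Aβ42- against Aβ42+ in young and 2 in old mice. Counts past the thresholds used for Table 1 were as large in 9 and 3 splits of the age comparisons, and as many families were called in 16 and 15. In none of the 6 results of the age comparisons can chance be excluded. The largest numbers of genes called in any split were 13558 and 19814 in the age comparisons and 8012 and 16540 between the fractions. In each of the 4 comparisons that split put the 4 libraries with the lowest background level in 1 group, as young Aβ42+ replicates 1, 2 and 4 with old Aβ42+ replicate 1. With the background level as a covariate, chosen after the data were seen, 21 and 14 genes were called in the age comparisons and 1521 and 73 between the fractions. Same-numbered Aβ42+ and Aβ42- libraries are paired by pool. Of the 8 splits that part all 4 pairs, only the real one (1 of 8) called as many genes in young and in old mice, and the larger split kept pairs together. As 8 splits give no share under 0.125, they do not decide on chance between the fractions. Same-numbered young and old libraries lie in 1 run of 4 library codes, so a shared batch of each number is possible in the age comparisons as well. Among their 8 splits that part all 4 numbers, as many genes were called in 1 and 1, the real one, counts past the thresholds used for Table 1 were as large in 1 and 1, and families in 2 and 3, again without a share under 0.125. With the replicate block 3 and 3893 genes were called in the age comparisons, where 9 and 687 were without it. With the block 613 genes were called between the fractions in young and 18776 in old mice.

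Marker lists of 16 cell types or states had the following median log2 fold changes in old against young microglia, first in Aβ42+ and then in Aβ42-, where the medians of all genes were 0.38 and -0.56. They were -0.84 and -0.85 for homeostatic microglia, 0.03 and 0.21 for disease-associated microglia, 0.34 and -0.63 for border-associated macrophages, 0.88 and 0.12 for neutrophils and 0.69 and 0.65 for monocytes. For erythroid cells they were 0.25 and -0.59, for oligodendrocyte precursors 0.72 and -0.91, for endothelial cells 0.43 and -0.57, for ependymal and choroid plexus cells 0.79 and -0.91 and for genes induced by dissociation -0.33 and -0.41. In Aβ42+ microglia the lists of neurons, astrocytes, oligodendrocytes, T cells and NK cells had 0.53, 0.63, 0.35, 0.54 and 0.44. Under at least 1 of the 5 scalings the sign changed in Aβ42+ microglia for disease-associated microglia, border-associated macrophages, erythroid cells, oligodendrocytes and endothelial cells, and in Aβ42- microglia for border-associated macrophages, neutrophils, T cells and dissociation-induced genes. The paper names 2 of the 12 homeostatic and 2 of the 12 disease-associated genes. Ttr, a choroid plexus transcript, was at 738 TPM in young Aβ42- replicate 4 and at 33.7 to 45.3 TPM in the others of that group. It was at 750 TPM in old Aβ42+ replicate 1 and at 14.2 to 284 TPM in the others of that group. In young Aβ42+ microglia it lay between 91.7 and 289 TPM, and in old Aβ42- microglia between 33.0 and 70.4 TPM.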
